# Evaluation of gene expression profiles and pathways underlying postnatal development in mouse sclera

**Published:** 2012-06-02

**Authors:** Wan’E. Lim, Jia Lin Kwan, Liang Kee Goh, Roger W. Beuerman, Veluchamy A. Barathi

## Abstract

**Purpose:**

The aim of this study was to identify the genes and pathways underlying the growth of the mouse sclera during postnatal development.

**Methods:**

Total RNA was isolated from each of 30 single mouse sclera (n=30, 6 sclera each from 1-, 2-, 3-, 6-, and 8-week-old mice) and reverse-transcribed into cDNA using a T7-N_6_ primer. The resulting cDNA was fragmented, labeled with biotin, and hybridized to a Mouse Gene 1.0 ST Array. ANOVA analysis was then performed using Partek Genomic Suite 6.5 beta and differentially expressed transcript clusters were filtered based on a selection criterion of ≥2 relative fold change at a false discovery rate of ≤5%. Genes identified as involved in the main biologic processes during postnatal scleral development were further confirmed using qPCR. A possible pathway that contributes to the postnatal development of the sclera was investigated using Ingenuity Pathway Analysis software.

**Results:**

The hierarchical clustering of all time points showed that they did not cluster according to age. The highest number of differentially expressed transcript clusters was found when week 1 and week 2 old scleral tissues were compared. The peroxisome proliferator- activated receptor gamma coactivator 1-alpha (*Ppargc1a*) gene was found to be involved in the networks generated using Ingenuity Pathway Studio (IPA) from the differentially expressed transcript cluster lists of week 2 versus 1, week 3 versus 2, week 6 versus 3, and week 8 versus 6. The gene expression of *Ppargc1a* varied during scleral growth from week 1 to 2, week 2 to 3, week 3 to 6, and week 6 to 8 and was found to interact with a different set of genes at different scleral growth stages. Therefore, this indicated that *Ppargc1a* might play a role in scleral growth during postnatal weeks 1 to 8.

**Conclusions:**

Gene expression of eye diseases should be studied as early as postnatal weeks 1–2 to ensure that any changes in gene expression pattern during disease development are detected. In addition, we propose that *Ppargc1a* might play a role in regulating postnatal scleral development by interacting with a different set of genes at different scleral growth stages.

## Introduction

The sclera is a fibrous connective tissue consisting of 90% collagen and a small percentage of proteoglycans and glycoproteins. Collagen fibrils of the sclera are arranged in layers (lamellae) and are relatively similar to the collagen arrangement of the cornea [1]. The sclera forms the major component of the ocular outer coat and is continuous with the cornea anteriorly [2]. Its main function is to protect the delicate intraocular structures, maintain the optical path for retinal imaging, overcome the intraocular pressure and preserve the ocular dimensions by controlling the size of the eye [3,4].

The mouse eye is not fully developed at birth. After birth, the mouse eye remains closed until approximately 10–14 days, after which eyelid adhesions break down through the processes of apoptosis and necrosis [5]. As the mouse eye develops, adaptive changes occur in response to light exposure and environmental changes.

The corneal stroma and sclera consist of few fibroblasts and large amounts of extracellular matrix (ECM). In general, mRNA levels of ECM and collagen genes have been found to be downregulated in both the adult mouse sclera [6] and cornea [7] when compared with samples from an earlier developmental stage. Also, in a paper by Zhou et al. [6], the transforming growth factor beta 1 (*Tgfβ1*) gene and several collagen genes were significantly downregulated in 8-week-old B6 mice scleras when compared with 3-week-old B6 mice scleras. It was suggested that *Tgfβ1* could possibly act as a signaling molecule in controlling collagen gene expression and modulate ECM during ocular growth. On the other hand, components of ECM have been found to be continually synthesized and accumulated throughout postnatal growth, such as the concentration of scleral proteoglycans, which have been found to increase steadily in humans from childhood to the fourth decade of life [8].

As the sclera plays several pivotal functions in eye, understanding the mechanism of post-natal sclera development will shed light to the pathogenesis of disorders found in sclera as well as other ocular tissues. The mouse genome bears 85% homology to the human genome and has been completely sequenced [9]. Thus, the use of the mouse model has advantages over other animal models, given that we would like to study genetic expression patterns in the mouse sclera tissue to gain an understanding of human postnatal scleral gene expression. Although there have been studies conducted on the developmental growth of the cornea, there are relatively few gene expression studies documenting expression patterns in postnatal mouse sclera. In a previous study on postnatal scleral growth by Zhou et al. [6], total RNA was extracted from pooled mouse sclera (18 samples each from 3- and 8-week-old mice 6, per array chip), converted to biotin labeled cRNA and hybridized to GeneChip® Mouse Genome 430 2.0 Array chips (3′-based expression arrays). The expression of 8 extracellular matrix related genes were then confirmed using real time PCR. In our experiment, we included more time points (namely weeks 1, 2, 3, 6, and 8) to provide a more comprehensive overview of sclera gene expression profiles during postnatal development. Additionally, we used GeneChip® Mouse Gene 1.0 ST Arrays that provide better coverage and a more accurate view of the total transcription at each genomic locus than 3′-based expression array designs do. We also identified pathways underlying the postnatal scleral development using Ingenuity Pathway Analysis software (IPA). Furthermore, RNA from a single sclera was isolated for each gene array to allow the detection of the differences that exist between individual samples. Using high-throughput microarray technology to do gene profiling (genome wide expression analysis) and pathway analysis, we hope to further understand the gene expression profiles and identify a signaling pathway that occurs in sclera during postnatal development.

## Methods

### Animals and tissue collection

Balb/cJ mice (*Mus musculus*) were obtained from the animal holding unit of the National University of Singapore. Approval was obtained from the SingHealth Institute Animal Care and Use Committee (IACUC, AAALAC accredited) and all aspects of this study were performed according to the Association for Research in Vision and Ophthalmology (ARVO) Protocol for animal experimentation. In this study, animals belonging to the same family were used. This was done to minimize changes in gene expression patterns due to differences in genetic background. A single sclera was collected from one mouse (n=30, 6 single sclera from 6 individual mice, 6 mice per time point at week 1, 2, 3, 6, and 8) for each microarray. Principal component analysis (PCA analysis) of microarray results showed little variation among the samples from each week. As a single sclera provides insufficient yields of RNA to confirm the microarray results, sclera from 6 additional individual mice were pooled and subsequently converted to cDNA for the expression analysis of a group of genes.

### RNA, target cDNA and microarray chip preparation

Total RNA was isolated from single cryogenically ground mouse sclera (n=30, 6 samples each from 1-, 2-, 3-, 6-, and 8-week-old mice) using the MELT^TM^ Total Nucleic Acid Isolation System (Ambion Inc., Austin, TX) according to the manufacturer’s instructions. RNA concentration and quality was assessed by absorbance at 260 nm and the absorbance ratio of 260/280 using a Nanodrop® ND-1000 Spectrophotometer (Nanodrop Technologies, Wilmington, DE). The extracted RNA was then reverse-transcribed into sense cDNA using a T7-N_6_ primer and labeled with biotin using a Genechip® Whole Transcript Sense Target Labeling Assay (Affrymetrix, Inc., Santa Clara, CA). Biotin-labeled cDNA were then hybridized to a Mouse Gene 1.0 ST Array (Affrymetrix, Inc.) using a Genechip® Hybridzation Kit (Affrymetrix, Inc.). The microarray chips were washed and stained using a Genechip® Hybridzation, Wash and Stain Kit (Affrymetrix, Inc.). Subsequently, the microarray chips were scanned using a Genechip® Scanner 3000 7G (Affrymetrix, Inc.).

### Microarray data analysis

The microarray gene expression data was analyzed using Partek Genomic Suite 6.5 beta software (Partek Inc., Louis, MO). Briefly, the data (cel.files) was imported and normalized using robust multiarray averaging (RMA). The data discussed in this publication has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE28056.

The samples were assessed for batch effects and further normalized by the batch removal tool using scan date as a factor. ANOVA was then performed to identify significant differentially expressed transcript clusters. The lists of differentially expressed transcript clusters between age groups were filtered based on a selection criterion of ≥2 relative fold change at a false discovery rate of ≤5% (the lists of the differentially expressed transcript clusters between age groups can be found in Appendix 1).

Subsequently, the list of differentially expressed transcript clusters for week 2 versus 1, week 3 versus 2, week 6 versus 3, and week 8 versus 6 were selected for Gene Ontology (GO) enrichment (the rest of the GO analysis between age groups can be found in Appendix 2).

Each functional group was assigned with a GO enrichment score that was calculated using a χ^2^ test. A forest plot was also generated to show the percentage of differentially expressed genes that were upregulated and downregulated for each functional group.

### RNA extraction and quantitative real time PCR (qPCR)

We used qPCR to confirm the expression of genes from the processes that were significantly involved in scleral growth from postnatal week 1 to 2, week 2 to 3, week 3 to 6, and week 6 to 8 based on our GO analysis. In addition, we confirmed that collagen genes (*Col*), epidermal growth factor receptor (*Egfr*), fibrillin 2 (*Fbn2*), Fyn proto-oncogene (*Fyn*), and insulin-like growth factor 2 (*Igf2*) in 1-, 2-, 3-, 6-, and 8-week-old sclera were differentially expressed at all time points.

Total RNA was then isolated from the pooled cryogenically-ground mouse sclera (n=60, six pooled sclera, each from one-, two-, three-, six-, and eight-week-old mice; this was repeated with two independent batches) using TRIzol Reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions, with some modifications. After homogenization, 0.2 ml of chloroform was added and vortexed for 3 min. The mixture was centrifuged at full speed and the aqueous phase was collected. Isopropanol (0.5 ml of 100%) and 2 μl of glycogen (5 mg/ml; Ambion Inc.) was added and centrifuged at full speed. Last, the RNA was further purified and DNase treated using an RNeasy® Mini Kit (Qiagen GmbH, Hilden, Germany). The RNA concentration and quality were assessed as before.

Purified RNA (500 ng) was reverse-transcribed into cDNA using random primers and reagents from an iScript^™^ select cDNA synthesis kit (Bio-rad Laboratories, Hercules, CA). The primers (see Appendix 3: Gene accession number and qPCR primer sequences) were designed using a ProbeFinder 2.45 (Roche Applied Science, Indianapolis, IN). qPCR was performed using a Lightcycler 480 Probe Master (Roche Applied Science) according to the manufacturer’s instructions. The reaction was run in a Lightcycler 480 (Roche Applied Science) for 45 cycles under the following conditions: 95 °C for 10 s, 56 °C for 10 s, and 72 °C for 30 s.

qPCR data was analyzed using the comparative C_t_ (ΔΔC_t_) method as previously mentioned [10]. Briefly, the average of target gene C_t_ was subtracted by the corresponding average *18S rRNA* C_t_ value to obtain a ΔC_t_ value. Subsequently, the ΔC_t_ value was subtracted by the ΔC_t_ calibrator to obtain the ΔΔ C_t_ value. In this study, ΔC_t_ values of target genes in week 1 were used as a ΔC_t_ calibrator to determine the relative fold change in target genes between weeks 1, 2, 3, 6, and 8. A total of two sets of cDNA were synthesized from two separate batches of mice for running qPCR, and a Student’s *t*-test was performed to determine the significance of the relative fold change.

### Pathway analysis

Ingenuity Pathway software analysis (IPA; Ingenuity® Systems, Redwood City, CA) was used to generate several networks using differentially expressed transcript cluster lists for week 2 versus 1, week 3 versus 2, week 6 versus 3, and week 8 versus 6. Similar significant networks (calculated by Fisher’s exact test; p<0.05) were found in the scleral growth from week 1 to 2, week 2 to 3, week 3 to 6, and week 6 to 8.

## Results

### Significant difference between various age groups

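RNA from the single sclera of each of 30 Balb/cJ mice, an albino inbred strain, was measured on 30 Mouse Gene 1.0 ST arrays, which carry probes along the length of each transcript. There were 6 arrays for each of 5 ages, namely 1, 2, 3, 6 and 8 weeks, and each array held the RNA of 1 mouse. The deposited values are the authors' log2 signals of the transcript clusters on these arrays. The paper's methods name robust multiarray averaging for their normalization, and the submitters' processing notes name GCRMA and Partek 6.5, so the method behind the deposited values is not settled. Whether these values were taken before or after the removal of batch effects is not given in the sources used here, and neither is the scan date of each array. The median log2 signal of an array lay between 6.151 and 6.369. The interquartile range of an array was on average 2.70 in week 1, 2.36 in week 2, 2.75 in week 3, 2.44 in week 6 and 2.53 in week 8, with SDs of 0.0676, 0.133, 0.0329, 0.122 and 0.122 (n = 6 arrays per week). Correlations between arrays of 1 week had medians of 0.978, 0.970, 0.987, 0.9796 and 0.983 for weeks 1, 2, 3, 6 and 8. In the annotation used here, 21789 transcript clusters carried exactly 1 gene symbol, 1621 carried several and 12146 carried none. Differences between weeks were tested with limma in a single fit over all 30 arrays. A transcript cluster was called differentially expressed at a fold change of at least 2 and an adjusted p of 0.05 or less within its comparison. Groups of genes were followed with 40 lists written from general knowledge, which stand in for the gene ontology lists of the appendix, not used here. The lists, the rule for the genes named and most alternative settings were fixed before the data were examined, and those chosen after seeing the data are marked as such. The shift of each list was tested with camera. With a correlation between genes estimated from the arrays, no list passed an adjusted p of 0.05 in any comparison, whereas with a preset correlation of 0.01 several did, so the counts of genes called are given beside that p. The number of arrays limits the precision of every value.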

All samples were assessed for batch effects and normalized by the batch removal tool using scan date as a factor. The variability between the age groups was evaluated using a PCA plot (Figure 1A). It was shown that the individual scleral samples from each time point were more related to each other than samples from other time points, demonstrating that there were significant differences in the gene expressions between the various age groups. 

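The mean signals of the lists of contractile muscle, light detection and surface epithelium differed between the ages. With a correlation between genes estimated from the arrays, however, the shift of none of these lists passed the threshold in any comparison. The 41 measured genes of striated muscle had a mean log2 signal of 9.20 ± 0.777 in week 1, 6.63 ± 0.465 in week 2, 6.34 ± 0.632 in week 3, 8.52 ± 0.476 in week 6 and 8.68 ± 0.468 in week 8 (SD, n = 6 arrays per week). The 34 measured genes of phototransduction, the cascade that turns light into a signal in photoreceptors, stood at 8.12 ± 1.02 in week 1 and at 5.73 ± 0.478, 6.74 ± 0.448, 6.49 ± 0.258 and 6.35 ± 0.620 in weeks 2, 3, 6 and 8. Keratins and desmosomal genes of surface epithelium, 25 of them measured, went from 8.20 ± 0.597 in week 1 to 10.03 ± 0.263 in week 2. Over all transcript clusters, the mean silhouette width by week, which is positive where an array lies closer to its own week than to the next, was 0.317, and a permutation test gave p = 1e-05, the smallest that 1e+05 permutations allow. Of the 30 arrays, 30 lay nearest to their own week. The first principal component held 32.3% of the variance and placed week 1 at 74.0 ± 17.6 and week 2 at -57.4 ± 22.2 (SD, n = 6). The second held 21.0% and placed week 3 at -57.5 ± 4.10 and week 6 at 54.3 ± 6.49. The legend of Fig. 1A gives colour for scan date and shape for time point, but in the picture each week has a colour of its own and all points share a shape. Whether scan date and week can be separated is therefore not settled here. From the grouping of the arrays by time point, the paper concludes that gene expression differed significantly between the age groups.

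**Figure D1:**
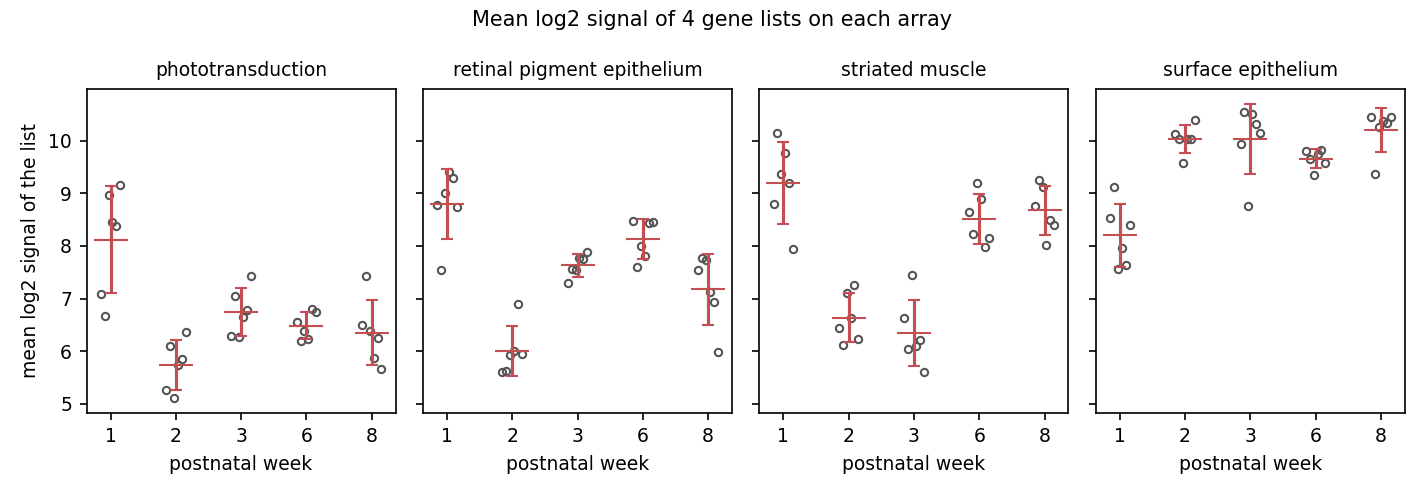
Mean log2 signal of 4 gene lists (vertical axis) on each array by postnatal week (horizontal axis). Open circles are single arrays, 6 per week, and bars are the mean and SD. Striated muscle is low in weeks 2 and 3, and surface epithelium is lowest in week 1.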

ANOVA was performed to identify significant differentially expressed genes. The lists of differentially expressed transcript clusters between age groups were generated based on a selection criterion of ≥2 relative fold change at a false discovery rate of ≤5% (Table 1). 

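Rod arrestin (Sag), which ends the light response of photoreceptors, had a log2 signal of 10.74 ± 1.16 in week 1, 6.69 ± 0.780 in week 2 and 7.99 ± 1.11 in week 8 (SD, n = 6 arrays per week). Keratin 12 (Krt12), a keratin of corneal epithelium, stood at 10.44 ± 1.62 in week 1, 13.07 ± 0.284 in week 2 and 12.83 ± 0.622 in week 8. Elastin (Eln) went the other way late, from 11.06 ± 0.360 in week 3 to 7.95 ± 0.413 in week 6. Between the mean profiles of the weeks, the Euclidean distance over all transcript clusters was smallest for weeks 2 and 8, at 72.56, followed by weeks 6 and 8 at 84.37 and weeks 2 and 3 at 90.07. It was largest for weeks 1 and 2, at 133.3. In 184 of 200 bootstrap samples of the arrays, weeks 2 and 8 were the closest pair. Average linkage joined week 2 with week 8, then week 3, then week 6 and last week 1, whereas complete and Ward linkage paired week 1 with week 6. With each transcript cluster scaled to an SD of 1, weeks 2 and 8 still joined each other and then week 6, while weeks 1 and 3 formed a branch of their own.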

Unexpectedly, the hierarchical clustering of all time points showed that they did not cluster according to age (Figure 1B). Week 2 versus 1 had the highest number of differentially expressed transcript clusters when the gene expression profiles from week 2, 3, 6, and 8 were compared to week 1. Also, postnatal week 2 versus 1 had the highest number of differentially expressed transcript clusters among all of the possible age comparisons. This suggests that the majority of gene expression changes during scleral postnatal development occurred between postnatal week 1 and 2. 

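Several of the 10 largest rises from week 1 to 2 were in genes expressed in epithelia. Prostate stem cell antigen (Psca), a membrane-anchored protein of epithelia, rose 20.7-fold (log2 fold change 4.37, SE 0.52, adjusted p = 6.7e-08, n = 6 arrays per week), and its relative Lypd2 rose 14.5-fold (SE 0.58, adjusted p = 1.81e-06). Aquaporin 5 (Aqp5), the water channel of cornea and lacrimal gland, rose 11.4-fold (SE 0.42, adjusted p = 5.81e-08). Among the 10 largest rises were also Tmprss11a, Mal2, Nccrp1, Ces1d, Asprv1, Slc34a2 and Dsc3, at 7.27- to 9.12-fold. Phosducin (Pdc), a photoreceptor protein that binds transducin, had a fold change of -32.2 (log2 fold change -5.01, SE 0.55, adjusted p = 1.57e-08). The fast myosin light chain Myl1 had a fold change of -31.6 (SE 0.40) and the calcium pump of fast muscle, Atp2a1, -31.5 (SE 0.36). Of 41 measured genes of striated muscle, 33 fell, none rose and 8 were not called, with the same counts adjusted over the list alone (adjusted p = 0.432 with an estimated correlation). In all, 4107 transcript clusters were differentially expressed in week 2 versus 1, of which 1360 were higher and 2747 lower, a balance that turned with no fold threshold. Over all transcript clusters, called or not, the 6 arrays of one week all lay above the 6 of the other in 12342, or 34.7%, which chance gives for 0.216%. Of the 4107, 1519 carried no gene symbol in the annotation used here.

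**Figure D2:**
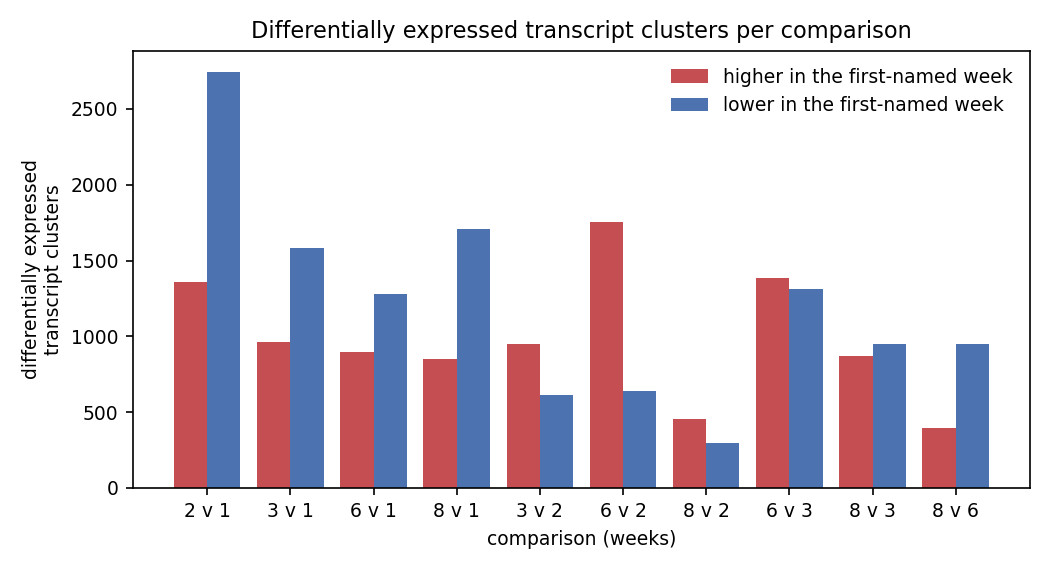
Number of differentially expressed transcript clusters (vertical axis) in each of the 10 comparisons between weeks (horizontal axis). Bars give those higher and those lower in the week named first. Week 2 versus 1 has the tallest bar, for lower transcript clusters.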

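Against week 1, 2544 transcript clusters were differentially expressed in week 3, 2177 in week 6 and 2558 in week 8. Between successive ages after week 2 there were 1560 in week 3 versus 2, 2696 in week 6 versus 3 and 1343 in week 8 versus 6. In week 3 versus 2, 950 transcript clusters were higher and 610 lower, which turned with no fold threshold, and of genes with 1 symbol 576 rose and 42 fell. With quantile normalization 53.3% of the transcript clusters called there were higher, against 60.9%. In week 6 versus 3, 1387 transcript clusters were higher and 1309 lower. This balance turned with median centring (1077 and 1712) and quantile normalization (1185 and 1252), but not with array quality weights or no fold threshold. It also turned among transcript clusters above the median signal (551 and 953) and among those with 1 gene symbol (489 and 649). Of genes with 1 symbol, 387 rose and 604 fell. In week 8 versus 6, 46 genes with 1 symbol were higher and 227 lower. With the interquartile range of each array as a covariate, an alternative chosen after seeing the data, week 2 versus 1 had 2869 differentially expressed transcript clusters and week 6 versus 3 had 3421. Week 3 versus 2 then had 350, of which 220 were shared with the 1560. From the count for week 2 versus 1, the paper proposes that most expression changes of postnatal scleral development fall between weeks 1 and 2.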

Our microarray data showed that week 8 versus 2 had the least number of differentially expressed transcript clusters, indicating that the gene expression profiles in the 2-week-old sclera were most related to the 8-week-old sclera as compared to other weeks. 

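Muscle and some immune genes were higher in week 8 than in week 2. Of the 41 measured genes of striated muscle, 29 rose, none fell and 12 were not called (adjusted p = 0.532 with an estimated correlation). Of 18 measured genes of macrophages and leukocytes, 4 rose and 14 were not called (adjusted p = 0.211 with an estimated correlation). The counts adjusted over the list alone were the same. Lysozyme 2 (Lyz2), a bactericidal enzyme of macrophages, rose 5.14-fold (log2 fold change 2.36, SE 0.26, adjusted p = 2.9e-07, n = 6 arrays per week). Of 12 measured genes of the retinal pigment epithelium, 7 rose and 5 were not called (adjusted p = 0.803 with an estimated correlation). Surface epithelium, at a mean log2 signal of 10.21 ± 0.416 (SD, n = 6) in week 8, had 1 of 25 measured genes higher than in week 2 and none lower. In all, 744 transcript clusters were differentially expressed in week 8 versus 2, fewer than in the other 9 comparisons. The array spread covariate, chosen after seeing the data, left 760 there, of which 532 were shared. Week 3 versus 2 then had the lowest count of the 10, but there the covariate could hardly be separated from the week. From its low count for week 8 versus 2, the paper concludes that the 2-week-old profile was the one most related to the 8-week-old profile.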

Since mouse eye development starts to reach a plateau from postnatal week 8 onwards, we considered week 8-old sclera to be the same as adult sclera. Therefore, it was surprising that the gene expression profiles of 2-week-old sclera were quite similar to adult sclera. However, there were still 749 transcript clusters found to be differentially expressed between the week 2 and week 8 sclera.

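In week 8 versus 2, the calcium pump Atp2a1 of fast muscle rose 24.7-fold (log2 fold change 4.63, SE 0.36, adjusted p = 7.08e-10, n = 6 arrays per week). The fast myosin heavy chain Myh4 rose 22.6-fold (SE 0.55, adjusted p = 9.92e-07), and titin (Ttn), the molecular spring of the sarcomere, rose 16.9-fold (SE 0.36, adjusted p = 9.76e-09). Fast troponin C (Tnnc2) rose 16.5-fold and parvalbumin (Pvalb), a calcium buffer of fast fibres, rose 11.6-fold. The largest falls were smaller. The diphosphatase gene Nudt11 had a fold change of -3.10 (log2 fold change -1.63, SE 0.18, adjusted p = 2.46e-07). Connexin 40 (Gja5), a gap junction protein of arterial endothelium, had a fold change of -3.00 (SE 0.21, adjusted p = 3.7e-06), and Hapln1, which links hyaluronan to proteoglycans, had -2.57 (SE 0.12, adjusted p = 4.69e-09). Over all transcript clusters called, 451 were higher in week 8 and 293 lower, but lower ones were in excess with no fold threshold. With the array spread covariate, chosen after seeing the data, 362 were higher and 398 lower. Over all transcript clusters, called or not, the arrays of the 2 weeks did not overlap in 3198, or 8.99%, against 0.216% by chance. No gene symbol was given for 449 of the transcript clusters called.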

**Figure 1:**
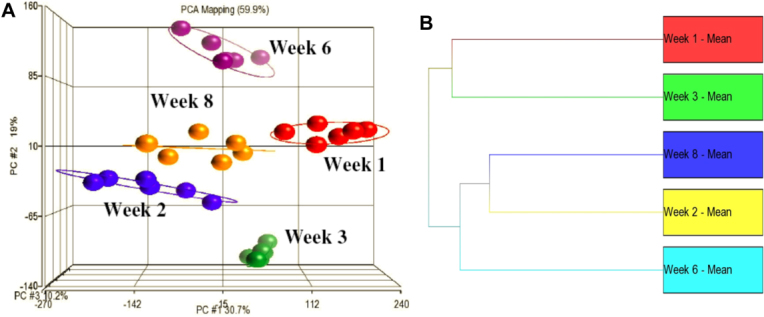
Gene expression data analysis. A PCA plot of all samples was generated using Partek Genomic Suite 6.5 beta to assess the variability of microarray data (Color for scan date and shapes for time points). It was shown that the individual scleral samples from each time point were more related to each other than samples from other time points, demonstrating that there were significant differences in the gene expressions between the various age groups (**A**). Furthermore, the mean of all time points was hierarchically clustered, and it was demonstrated they did not cluster according to age (**B**).

**Table 1:** Differentially expressed transcript clusters found among the age groups.

**Comparison**	Differentially expressed transcript clusters*
Week 2 versus 1	4124
Week 3 versus 1	2538
Week 6 versus 1	2172
Week 8 versus 1	2554
Week 3 versus 2	1530
Week 6 versus 2	2400
Week 8 versus 2	749
Week 6 versus 3	2726
Week 8 versus 3	1809
Week 8 versus 6	1332

*>2 relative fold change (p<0.05).

### Gene ontology (GO) analysis of postnatal week 1 to 2

GO analysis was used to identify the main biologic processes that were involved in scleral growth from postnatal week 1 and week 2 sclera (Figure 2A). In general, biologic adhesion, developmental process, establishment of localization and pigmentation were the main biologic processes involved. Specifically, the most significant functions that were involved in week 1–2 scleral development were visual perception, calcium ion binding, homophilic cell adhesion, cell-matrix adhesion, nervous system development, eye development, cation (sodium and calcium ions) transport and neurotransmitter transport. 

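Many genes of photoreceptors and some of retinal neurons fell from week 1 to 2. Of 34 measured phototransduction genes, 28 fell, none rose and 6 were not called (adjusted p = 0.432 with an estimated correlation). Rp1, a protein of the photoreceptor axoneme, had a fold change of -26.0 (log2 fold change -4.70, SE 0.52, adjusted p = 1.92e-08, n = 6 arrays per week), Sag -16.6 (SE 0.49) and the rod phosphodiesterase subunit Pde6b -16.5 (SE 0.52). In eye development, 12 of 30 measured genes fell and none rose (adjusted p = 0.457 with an estimated correlation). The transcription factor Otx2, needed for photoreceptor and pigment epithelial fate, had a fold change of -18.8 (log2 fold change -4.24, SE 0.28, adjusted p = 1.18e-11), and the photoreceptor factor Crx -10.3 (SE 0.42). In nervous system development, 22 of 32 measured genes fell, 1 rose and 9 were not called (adjusted p = 0.432 with an estimated correlation). The neural cell adhesion gene Ncam1 fell there with a fold change of -7.25 (SE 0.22) and contactin 1 (Cntn1) with -6.20 (SE 0.29). In neurotransmitter transport and release, 15 of 29 measured genes fell and none rose (adjusted p = 0.457 with an estimated correlation), among them the synaptic vesicle fusion gene Snap25, with a fold change of -12.0 (SE 0.44), and Sv2b, with -11.1 (SE 0.31). Marker genes of other retinal cells moved with them. Of 11 measured genes of Mueller glia 6 fell, of 22 of inner retinal neurons 8 fell, and of 12 of the retinal pigment epithelium 10 fell, with none higher in these 3 lists. Transthyretin (Ttr), abundant in the pigment epithelium, had a fold change of -28.7 (SE 0.50, adjusted p = 6.19e-09). Lens crystallin genes fell in 8 of 14 cases. In each of these lists the counts adjusted over the list alone were the same.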

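Adhesion genes went both ways from week 1 to 2. Of 48 measured genes of homophilic cell adhesion, 6 rose, 17 fell and 25 were not called (adjusted p = 0.432 with an estimated correlation). Those that rose most were genes of desmosomes, the junctions of stratified epithelium. Desmocollin 3 (Dsc3) rose 7.27-fold (log2 fold change 2.86, SE 0.46, adjusted p = 4.45e-06, n = 6 arrays per week), desmoglein 3 (Dsg3) 5.92-fold (SE 0.37) and Dsc2 5.54-fold (SE 0.35). N-cadherin (Cdh2), the cadherin of neurons and mesenchyme, had a fold change of -5.02 (SE 0.23, adjusted p = 3.03e-09). A list of 25 measured genes of surface epithelium, which itself includes Dsc3, Dsg3 and Itgb4, had 22 higher, 1 lower and 2 not called (adjusted p = 0.432 with an estimated correlation). The corneal keratin Krt12 rose 6.19-fold there (SE 0.63, adjusted p = 0.000627). Of 35 measured genes of cell-matrix adhesion, 2 rose, 6 fell and 27 were not called (adjusted p = 0.528 with an estimated correlation). Integrin beta 8 (Itgb8), which releases active transforming growth factor beta, had a fold change of -9.74 (SE 0.35, adjusted p = 1.25e-08) and the basement membrane gene Nid2 -3.59 (SE 0.23). Integrin beta 4 (Itgb4), the anchor of basal epithelial cells, rose 3.21-fold (SE 0.19). Of 40 measured genes of sodium, calcium and potassium transport, 10 fell, none rose and 30 were not called (adjusted p = 0.432 with an estimated correlation). The calcium channel subunits Cacna2d1 and Cacna2d4, the latter of photoreceptors, had fold changes of -5.79 (SE 0.27) and -5.05 (SE 0.31). Counts adjusted over the list alone did not differ.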

The expressions of genes in these processes were mostly downregulated in week 2 sclera when compared to week 1 sclera (Figure 2B).

**Figure 2:**
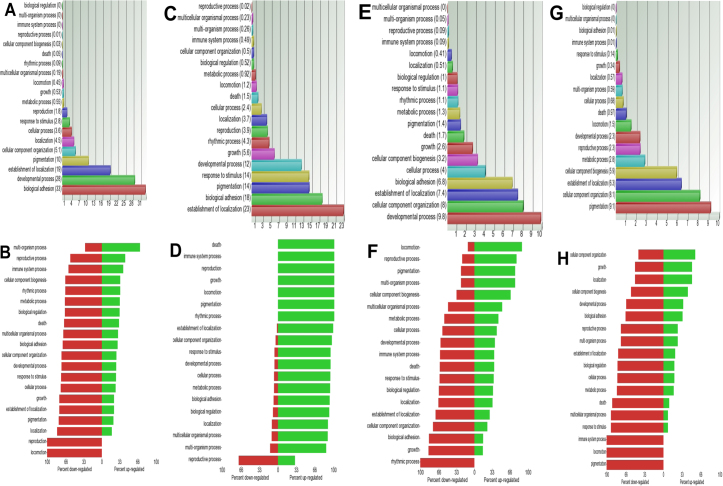
GO analysis of sclera postnatal development. GO analysis was used to identify that the main biologic processes that were involved in scleral growth from postnatal week 1 to 2 (**A**), week 2 to 3 (**C**), week 3 to 6 (**E**), and week 6 to 8 (**G**), respectively. Furthermore, forest plots were generated to analyze the percentage of genes that were either upregulated or down-regulated in each of the biologic processes that was involved in scleral growth from postnatal week 1 to 2 (**B**), week 2 to 3 (**D**), week 3 to 6 (**F**), and week 6 to 8 (**H**), respectively.

### GO analysis of postnatal week 2 to 3

Establishment of localization, biologic adhesion, pigmentation, response to stimulus, and developmental process were the main biologic processes involved in scleral growth from postnatal week 2 to 3 (Figure 2C). In particular, the most significant functions that were involved in scleral growth from postnatal week 2 to 3 were visual perception, polysaccharide binding, extracellular matrix binding, neurotransmitter transport, cation (sodium, calcium and potassium) transport, cell-matrix adhesion, homophilic cell adhesion, phototransduction, detection of light stimulus, nervous system development and melanocyte differentiation. 

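From week 2 to 3, some genes of the retina, of pigment and of the matrix rose. Of 34 measured phototransduction genes, 20 rose, none fell and 14 were not called (adjusted p = 0.655 with an estimated correlation). Rod transducin (Gnat1) rose 3.71-fold (log2 fold change 1.89, SE 0.63, adjusted p = 0.0137, n = 6 arrays per week), and the photoreceptor calcium sensor Guca1a rose 3.10-fold (SE 0.33, adjusted p = 0.000208). Retinal pigment epithelium genes moved with them, with 9 of 12 higher and none lower (adjusted p = 0.623 with an estimated correlation). The retinoid isomerase Rpe65 rose 6.80-fold (SE 0.60, adjusted p = 0.000496). Of 11 measured genes of Mueller glia 2 rose and of 22 of inner retinal neurons 3 rose, with none lower. In melanin synthesis and melanocyte differentiation, 15 of 25 measured genes rose and none fell (adjusted p = 0.623 with an estimated correlation). The melanosome genes Gpnmb and Pmel rose 5.61-fold (SE 0.36) and 5.39-fold (SE 0.42), although the mice are albino. In the matrix, 8 of 23 measured genes of proteoglycans and extracellular matrix binding rose and none fell (adjusted p = 0.623 with an estimated correlation). The leucine-rich proteoglycans Prelp, fibromodulin (Fmod) and lumican (Lum), which bind collagen fibrils, rose 3.51-fold (SE 0.25, adjusted p = 1.85e-06), 2.59-fold (SE 0.29) and 2.37-fold (SE 0.30). Adjusted over the list alone, the counts were the same.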

Their gene expressions were significantly upregulated in scleral growth from postnatal week 2 to 3 (Figure 2D).

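Smaller parts of the transport and adhesion lists rose from week 2 to 3, and none of their measured genes fell. In polysaccharide binding, 11 of 30 measured genes rose (adjusted p = 0.631 with an estimated correlation). Vitronectin (Vtn), an adhesive plasma and matrix glycoprotein, rose 3.03-fold (log2 fold change 1.60, SE 0.29, adjusted p = 7.49e-05, n = 6 arrays per week), and biglycan (Bgn) rose 2.33-fold (SE 0.29, adjusted p = 0.00109). In neurotransmitter transport and release, 8 of 29 rose (adjusted p = 0.655 with an estimated correlation). The glycine transporter Slc6a9 rose 2.76-fold (SE 0.18, adjusted p = 3.36e-07) and the vesicular glutamate transporter Slc17a7 rose 2.89-fold (SE 0.41). In cell-matrix adhesion, 4 of 35 rose (adjusted p = 0.623 with an estimated correlation), with integrin-linked kinase (Ilk) 2.35-fold higher (SE 0.13, adjusted p = 4.85e-08) and tenascin XB (Tnxb) 2.56-fold higher (SE 0.28). In homophilic cell adhesion, 3 of 48 rose (adjusted p = 0.623 with an estimated correlation). They were the photoreceptor cadherin Cdhr1, at 2.12-fold (SE 0.36), and the protocadherins Pcdhb17 and Pcdhb16, at 2.08-fold (SE 0.14) and 2.05-fold (SE 0.15). In nervous system development, 3 of 32 rose (adjusted p = 0.655 with an estimated correlation), namely reelin (Reln), Cntn1 and nestin (Nes), with log2 fold changes of 1.96, 1.34 and 1.02 (SE 0.31, 0.29 and 0.16). In sodium, calcium and potassium transport, 3 of 40 rose (adjusted p = 0.699 with an estimated correlation), namely the sodium pump subunit Atp1b2, at 2.56-fold (SE 0.34), the photoreceptor calcium channel Cacna1f, at 2.27-fold (SE 0.36), and the rod exchanger Slc24a1, at 2.12-fold (SE 0.28). When adjusted over the list alone, these counts stayed as they were. With the array spread covariate, chosen after seeing the data, 350 transcript clusters were differentially expressed in week 3 versus 2, of which 220 were shared. That covariate could hardly be separated from the week in this comparison.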

### GO analysis of postnatal week 3 to 6

Generally, developmental process, cellular component organization, establishment of localization and biologic adhesion were the main biologic processes that were involved in scleral growth from postnatal week 3 to 6 (Figure 2E). Particularly, the most significant functions that were involved in scleral development from postnatal week 3 to 6 were muscle system process, muscle organ development, angiogenesis, actin binding, nucleosome assembly, collagen fibril organization, oxygen transport, chloride ion transport, cell-matrix adhesion and leukocyte adhesion. 

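Many genes of the contractile apparatus rose from week 3 to 6. Of 41 measured genes of striated muscle, 31 rose, none fell and 10 were not called (adjusted p = 0.86 with an estimated correlation). The embryonic myosin heavy chain Myh3 rose 30.8-fold (log2 fold change 4.94, SE 0.78, adjusted p = 6.16e-06, n = 6 arrays per week). Myh15, a slow tonic myosin of extraocular muscle, rose 41.6-fold (SE 0.91, adjusted p = 1.42e-05), and nebulin (Neb), the ruler of the thin filament, rose 18.2-fold (SE 0.39, adjusted p = 8.33e-10). Smpx, a small muscle protein, rose 19.1-fold (SE 0.54). Some vessel genes fell. Of 33 measured genes of angiogenesis, 20 fell, none rose and 13 were not called (adjusted p = 0.86 with an estimated correlation). Endoglin (Eng), a receptor of endothelium, had a fold change of -5.16 (log2 fold change -2.37, SE 0.32, adjusted p = 4.55e-07). Von Willebrand factor (Vwf) and Plvap, both endothelial, had fold changes of -4.97 (SE 0.32) and -4.39 (SE 0.30). Smooth muscle and pericyte genes moved with them, with 5 of 10 lower and none higher (adjusted p = 0.86 with an estimated correlation). No count differed when adjusted over the list alone.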

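Genes of actin binding, histones, collagen fibrils and adhesion changed in small numbers from week 3 to 6. Of 36 measured genes of actin binding, 4 fell, 1 rose and 31 were not called (adjusted p = 0.86 with an estimated correlation). Transgelin (Tagln), an actin-binding protein of smooth muscle, had a fold change of -3.63 (log2 fold change -1.86, SE 0.33, adjusted p = 2.35e-05, n = 6 arrays per week) and filamin A (Flna) -2.61 (SE 0.18). Nexilin (Nexn), an actin-binding protein of striated muscle, rose 3.51-fold (SE 0.30). Of 31 measured histone genes, 5 fell, none rose and 26 were not called (adjusted p = 0.86 with an estimated correlation). The histone H4 genes H4c6 and H4c4 had fold changes of -3.42 (SE 0.26) and -3.12 (SE 0.15). Of 26 measured genes of collagen fibril organization, 2 fell and 24 were not called (adjusted p = 0.941 with an estimated correlation), namely Tnxb, with a fold change of -2.13 (SE 0.28), and type III collagen (Col3a1), with -2.05 (SE 0.26, adjusted p = 0.00124, but under a fold of 2 with quantile normalization and with array quality weights). None of 10 measured genes of oxygen transport and erythrocytes was called by limma (adjusted p = 0.976 with an estimated correlation), and 9 of the 19 listed had no measured gene. In chloride ion transport, 4 of 27 measured genes fell, 2 rose and 21 were not called (adjusted p = 0.941 with an estimated correlation), and the list's mean log2 fold change was -0.10 while its median was 0.08. The calcium-activated channel Ano1 had a fold change of -3.34 (SE 0.21) and the exchanger Slc26a7 rose 2.21-fold (SE 0.25). In cell-matrix adhesion, 5 of 35 fell, 2 rose and 28 were not called (adjusted p = 0.86 with an estimated correlation). Among them were the fibronectin receptor subunit Itga5, with a fold change of -2.65 (SE 0.16), and Itgb8, which rose 3.44-fold (SE 0.35). Of 16 measured genes of leukocyte adhesion 3 fell and 13 were not called (adjusted p = 0.86 with an estimated correlation), the largest fall being in Aoc3, with a fold change of -3.91 (SE 0.23). The counts adjusted over the list alone were the same.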

The expressions of genes that were involved in angiogenesis, actin binding, nucleosome assembly, collagen fibril organization, oxygen transport, chloride ion transport, cell-matrix adhesion, and leukocyte adhesion were mostly downregulated, whereas the expressions of genes that were involved in muscle organ development and muscle system process were mostly upregulated in week 6 sclera when compared to week 3 sclera (Figure 2F).

### GO analysis of postnatal week 6 to 8

Pigmentation, cellular component organization, establishment of localization (mainly bicarbonate, chloride ion, and sulfate transport) and cellular component biogenesis were the main biologic processes that were involved in scleral growth from postnatal week 6 to 8 (Figure 2G). 

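From week 6 to 8, histone genes rose and pigment genes fell, in small numbers. Of 31 measured histone genes, 3 rose, none fell and 28 were not called (adjusted p = 0.982 with an estimated correlation). They were H4f16, H2bc14 and H4c4, which rose by log2 fold changes of 1.14 (SE 0.10, adjusted p = 2.14e-09, n = 6 arrays per week), 1.13 (SE 0.19) and 1.10 (SE 0.15). Of 25 measured genes of melanin synthesis and melanocyte differentiation, 7 fell, none rose and 18 were not called (adjusted p = 0.982 with an estimated correlation). Tyrosinase (Tyr), the first enzyme of melanin synthesis, had a fold change of -3.15 (SE 0.40, adjusted p = 0.00175) and the melanosome exchanger Slc24a5 -2.72 (SE 0.39). Genes of the retinal pigment epithelium moved with them, with 6 of 12 measured genes lower and none higher (adjusted p = 0.982 with an estimated correlation). Rpe65 had a fold change of -5.42 there (SE 0.60, adjusted p = 0.00203). Counts adjusted over the list alone did not differ.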

Particularly, the most significant functions that were involved in scleral development from postnatal week 6 to 8 were nucleosome assembly, protein-DNA complex assembly, macromolecular complex assembly, melanin biosynthetic process, bicarbonate transport and ribosome biogenesis. 

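Of 15 measured genes of bicarbonate transport, 2 fell from week 6 to 8, none rose and 13 were not called (adjusted p = 0.982 with an estimated correlation). They were the anion exchanger Slc26a7, with a fold change of -2.71 (log2 fold change -1.44, SE 0.25, adjusted p = 4.6e-05, n = 6 arrays per week), and the sodium bicarbonate cotransporter Slc4a4, with -2.03 (SE 0.34, adjusted p = 0.0203). Of 45 measured genes of ribosome biogenesis, 1 fell, none rose and 44 were not called (adjusted p = 0.982 with an estimated correlation). It was Tsr1, a maturation factor of the small subunit, with a fold change of -2.02 (SE 0.12, adjusted p = 1.92e-07). Of 25 measured genes of surface epithelium, 6 rose in the same comparison, none fell and 19 were not called (adjusted p = 0.982 with an estimated correlation). Among the 6 were Krt4 at 2.98-fold (SE 0.31) and Krt14 at 2.67-fold (SE 0.29). Adjusted over the list alone, the counts were the same. Over all transcript clusters called, 395 were higher in week 8 and 948 lower, and with each array centred on its median 39.8% were higher, against 29.4%.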

The expressions of genes that were involved in nucleosome assembly, protein-DNA complex assembly and macromolecular complex assembly were mostly upregulated, whereas the expressions of genes that were involved in melanin biosynthetic process, bicarbonate transport and ribosome biogenesis were mostly downregulated in week 8 sclera when compared to week 6 sclera (Figure 2H).

### Gene expression of common reference genes

While the eye undergoes postnatal development, the gene expression of common reference genes may alter [11]. Therefore, we examined the expressions of some common reference genes to identify a suitable internal control for qPCR normalization. 

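Beta actin (Actb), a cytoskeletal protein, had a log2 signal of 12.73 ± 0.107 in week 1, 12.90 ± 0.125 in week 2, 13.09 ± 0.0878 in week 3, 12.62 ± 0.0348 in week 6 and 12.92 ± 0.208 in week 8 (SD, n = 6 arrays per week). Against week 1, its fold change was 1.28 in week 3 (log2 fold change 0.36, SE 0.08, adjusted p = 0.000494) and 1.14 in week 8 (adjusted p = 0.0473), the latter p above 0.05 with quantile normalization and with only these 2 weeks in the fit. In weeks 2 and 6 it was 1.13 (adjusted p = 0.0587) and -1.08 (adjusted p = 0.225). Hypoxanthine guanine phosphoribosyl transferase (Hprt), an enzyme of purine salvage, stood at 8.65 ± 0.185 in week 1 and had fold changes of -1.45 in week 2 (log2 fold change -0.53, SE 0.14, adjusted p = 0.00111) and -1.31 in week 8 (adjusted p = 0.0182). Its fold changes in weeks 3 and 6 were -1.09 (adjusted p = 0.474) and 1.02 (adjusted p = 0.848). The small differences of Actb and Hprt in week 6 turned direction under other scalings of the arrays. No transcript cluster was named for Gapdh or 18S rRNA alone in the annotation used here.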

Microarray data showed that there were some significant differences in the gene expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), beta actin, (*Actb*), hypoxanthine guanine phosphoribosyl transferase (*Hprt*), and 18S rRNA (*18S rRNA*) when week 2, 3, 6, and 8 were compared with week 1 (Figure 3). Nevertheless, qPCR analysis results showed that *18S rRNA* had the lowest standard deviation when its gene expression was compared among 1-, 2-, 3-, 6-, and 8-week-old mice (Table 2). Therefore, *18S rRNA* was subsequently used as a reference gene for normalization of the qPCR data in this study.

**Figure 3:**
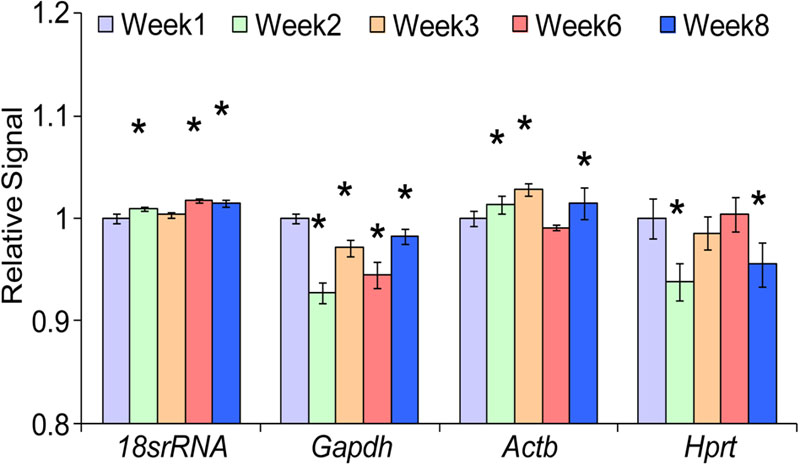
Gene expression of 4 housekeeping genes from microarray data. Mean relative signal (n=6) and standard deviation of 4 housekeeping genes were calculated and plotted to compare their gene expression from week 1, 2, 3, 6, and 8. ANOVA analysis was performed to compare the gene expression of different weeks against week 1 gene expression. * represents p<0.05. It was shown that there were some significant differences in the gene expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), beta actin (*Actb*), hypoxanthine guanine phosphoribosyl transferase (*Hprt*), and 18S rRNA(*18S rRNA*) when week 2, 3, 6, and 8 were compared with week 1.

**Table 2:** Gene expression of housekeeping genes based on C_t_ value.

**Genes**	**Average C_t_^1^ calue among week 1, 2, 3, 6, and 8**	**Standard deviation**
*18s rRNA*	10.0	0.37
*Gapdh*	22.6	0.72
*Hprt*	27.0	0.63
*Actb*	20.1	0.66

^1^A higher Ct value would indicate a lower level of gene expression.

### Gene expression validation

We used quantitative real-time PCR (qPCR) to confirm the expression of genes from the processes that were significantly involved in scleral growth from postnatal week 1 to 2, week 2 to 3, week 3 to 6, and week 6 to 8, based on GO analysis (Table 3 and Appendix 4). 

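Of the genes tested in Table 3, matrix and growth factor genes changed in both directions on the arrays. Type III collagen (Col3a1) had a fold change of -2.71 in week 2 versus 1 (log2 fold change -1.44, SE 0.26, adjusted p = 2.11e-05, n = 6 arrays per week). Transforming growth factor beta 2 (Tgfb2) had -2.53 in that comparison (SE 0.17, adjusted p = 1.73e-07) and rose 2.10-fold in week 3 versus 2 (adjusted p = 1.49e-05). Connective tissue growth factor (Ccn2), a matricellular protein, rose 4.11-fold in week 3 versus 2 (SE 0.30, adjusted p = 5.37e-06). Transforming growth factor beta 1 (Tgfb1) was 1.99-fold higher there (SE 0.10, adjusted p = 3.44e-08), just under the fold threshold. Keratin 17 (Krt17), a keratin of stratified epithelium, rose 3.22-fold in week 8 versus 6 (SE 0.31, adjusted p = 8.45e-05). Myosin Va (Myo5a), which carries melanosomes, had a fold change of -2.07 in week 8 versus 6 (SE 0.30, adjusted p = 0.00774) and was under a fold of 2 with median centring and with array quality weights. In week 8, 1 array stood apart below the others, and without it, a setting chosen after seeing the data, the fold was under 2 too. The histone gene named Hist1h2bc in the paper, now H2bc4, had a fold change of -1.44 in week 8 versus 6 (SE 0.17, adjusted p = 0.0191), with an adjusted p above 0.05 under 3 alternatives set beforehand. Myosin XVIIIb (Myo18b) had 20 transcript clusters of its own. The brightest, with a mean log2 signal of 10.1, gave a fold change of -1.27 in week 6 versus 3 (SE 0.12, adjusted p = 0.0171). This adjusted p was above 0.05 with quantile normalization. Of the 20, 6 were called higher and none lower, and the median log2 fold change over the 20 was 0.57. The brightest thus went against the median of the 20.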

For most of the genes analyzed with qPCR, the fold change regulation direction was similar to the microarray data, but for genes *Tgfβ2*, keratin 17 (*Krt 17*), and histone cluster 1, H2bc (*Hist1h2bc*), a relatively low fold change of less than 1.4 was reported. As the fold change was relatively low, we are unable to confirm the result obtained from the microarray data.

**Table 3:** Comparison of relative fold change of genes from processes that were significantly involved in scleral growth.

**Comparison**	**Genes**	**GO term**	**Microarray (fold change)**	**qPCR (relative fold change)**
Week 2 vs 1	*Col3a1*	collagen fibril organization	−2.7	−1.5
	*Tgfβ 2*	eye development	−2.6	−1.3
	*Neurod1*	eye development	−26.5	−15.4
Week 3 vs 2	*Ctgf*	calcium ion transport into cytosol	4.2	4.3
	*Tgfβ 1*	Regualtion of sodium ion transport	2.0	1.6
	*Dsg1a*	homophilic cell adhesion	2.7	1.6
Week 6 vs 3	*Ttn*	cardiac muscle tissue morpogenesis	26.5	2.0
	*Myo 18b*	cardiac muscle fiber development	4.1	1.4
	*Col 3a1*	collagen fibril organization	−2.1	−2.1
Week 8 vs 6	*Myo 5a*	pigmentation	−2.1	−1.4
	*Krt 17*	intermediate filament cytoskeleton organization	3.1	1.2
	*Hist1h2bc*	nucleosome assembly	2.8	1.2

On the other hand, relative fold change results obtained from qPCR analysis and microarray for some genes were relatively different. This was observed for genes neurogenic differentiation 1 (*Neurod1*) and titin (*Ttn*). This could be due to differences in the normalization methods used between the two different techniques. 

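Neurogenic differentiation 1 (Neurod1), a transcription factor of neurons and photoreceptors, had a log2 signal of 8.77 ± 1.53 in week 1 and 3.98 ± 0.758 in week 2 (SD, n = 6 arrays per week). This is a fold change of -27.5 (log2 fold change -4.78, SE 0.48, adjusted p = 3.82e-09). Titin (Ttn), the giant spring protein of the sarcomere, had a log2 signal of 6.29 ± 0.778 in week 3 and 10.98 ± 0.507 in week 6. Its fold change was 26.0 (log2 fold change 4.70, SE 0.36, adjusted p = 2.8e-11). The list means of phototransduction and striated muscle moved in the same direction as Neurod1 and Ttn. Ttn is itself a member of the striated muscle list, so part of that match is built in. The mean log2 fold changes were -2.39 for phototransduction in week 2 versus 1 and 2.18 for striated muscle in week 6 versus 3.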

A global normalization technique was employed when analyzing the microarray data, but this is not possible when doing qPCR analysis. Also, in a study by Etienne et al., an increase in distance between the PCR primers and microarray probes for a given gene resulted in a decrease in the correlation of results between the two different methods [12]. It is thus suggested that primers be designed as close as possible to the distance amplified by the microarray probes.

Also, we compared the gene expression of *Col-1a2* (collagen, type I, alpha 2), -*3a1* (collagen, type III, alpha 1), -*5a2* (collagen, type V, alpha 2), -*6a3* (collagen, type VI, alpha 3), epidermal growth factor receptor (*Egfr*), fibrillin 2 (*Fbn2*), Fyn proto-oncogene (*Fyn*), and insulin-like growth factor 2 (*Igf2*) in one-, two-, three-, six-, and eight-week-old sclera in both the qPCR and microarray experiments (Figure 4). The fold changes in the gene expressions obtained from the microarray results were higher than the relative fold changes obtained from the qPCR results in some cases. This might be due to the difference in the detection methods and probe design between the microarray chips and qPCR. Each gene was represented by approximately 27 probes that spread across the full length of the gene on the GeneChip® Mouse Gene 1.0 ST Array, and thus the final fold change obtained from the microarray was an average expression change of these probe regions. In contrast, the relative fold change obtained from qPCR represented the change in expression of a selected gene region. Nevertheless, the gene expression profiles obtained from the microarray data showed a similar gene regulation direction as compared to the gene expression profiles obtained from qPCR.

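The 4 collagen genes were lower in each later week than in week 1. Type I collagen alpha 2 (Col1a2), of the main fibrils of the sclera, had fold changes of -2.18 in week 2, -1.34 in week 3, -2.41 in week 6 and -1.88 in week 8 (log2 SE 0.23, n = 6 arrays per week), called in weeks 2 and 6. Col3a1 had -2.71 in week 2, -1.73 in week 3, -3.54 in week 6 and -2.14 in week 8 (log2 SE 0.26), called in all but week 3. Type V collagen alpha 2 (Col5a2), which limits fibril diameter, had -2.25, -1.68, -2.49 and -2.20 (log2 SE 0.22), called in all but week 3. Type VI collagen alpha 3 (Col6a3), of microfibrils around cells, had -2.37, -1.86, -1.84 and -1.90 (log2 SE 0.24), called in week 2 alone. With quantile normalization, Col1a2 and Col5a2 were under a fold of 2 in week 2. All of these differences had an adjusted p of 0.05 or less except that of Col1a2 in week 3 (adjusted p = 0.131). Fbn2, Fyn and Igf2 were likewise lower in each later week, and Egfr was higher in each. A list of fibroblast genes, which itself includes Col1a2, had 8 of 14 measured genes lower than in week 1 in week 2, 4 in week 3, 5 in week 6 and 3 in week 8, and none higher (adjusted p = 0.457, 0.831, 0.611 and 0.63 with an estimated correlation). Adjusted over the list alone, these counts did not differ. In week 8, replicate 6 stood apart low for the list mean, at 8.218 with the nearest array at 8.881, in the direction of the fall.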

**Figure 4:**
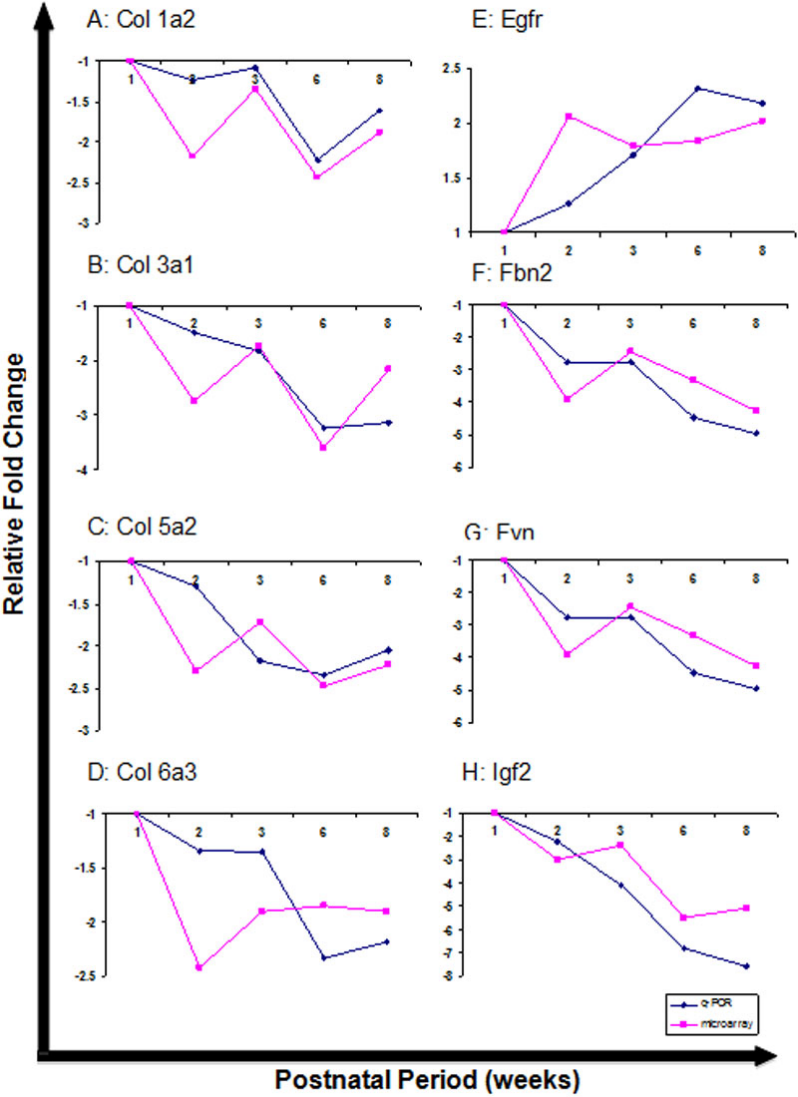
qPCR analysis of collagen genes, *Egfr*, *Fbn2*, *Fyn*, and *Igf2*. The gene expression profiles of *Col-1a2*, *-3a1*, *-5a2*, *-6a3*, and *Egfr*, *Fbn2*, *Fyn*, and *Igf2* in week 1, 2, 3, 6, and 8 were compared the microarray data. It was demonstrated that the expression profiles of these genes obtained from the microarray data showed a similar gene regulation direction, as compared to the expression profiles obtained from qPCR.

### Ingenuity pathway analysis (IPA)

We used IPA to determine similar significant networks found between scleral growth from week 1 to 2, week 2 to 3, week 3 to 6 and week 6 to 8. It was found that peroxisome proliferative activated receptor, gamma, coactivator 1a (*Ppargc1a*) was involved in the networks generated from the lists of differentially expressed transcript clusters for week 2 versus 1, week 3 versus 2, week 6 versus 3, and week 8 versus 6. This indicated that *Ppargc1a* might play a role in regulating scleral growth from postnatal week 1 to 8, as the gene expression of *Ppargc1a* varied significantly during sclera growth from week 1 to 2, week 2 to 3, week 3 to 6, and week 6 to 8 (Table 4). Furthermore, *Ppargc1a* sometimes interacted with a different set of genes at different scleral growth stages. 

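Ppargc1a, a transcriptional coactivator of mitochondrial biogenesis, had a log2 signal of 7.68 ± 0.238 in week 1, 5.23 ± 0.412 in week 2, 6.59 ± 0.282 in week 3, 7.21 ± 0.326 in week 6 and 6.50 ± 0.341 in week 8 (SD, n = 6 arrays per week). It fell from week 1 to 2, with a fold change of -5.43 (log2 fold change -2.44, SE 0.18, adjusted p = 4.69e-11). It rose 2.55-fold from week 2 to 3 (log2 fold change 1.35, SE 0.18, adjusted p = 1.19e-06). The fold change was 1.54 in week 6 versus 3 (adjusted p = 0.00468) and -1.63 in week 8 versus 6 (adjusted p = 0.00273), with an adjusted p under 0.05 but a fold under 2 in both. These values are of the brighter of its 2 transcript clusters. The dimmer one differed in week 8 versus 6, where it had a fold change of -3.06 (adjusted p = 2.06e-08 from limma) and was called. The list mean of striated muscle moved in the same direction as Ppargc1a from week 1 to 2 and from week 3 to 6. From week 2 to 3 the list mean went from 6.63 ± 0.465 to 6.34 ± 0.632, a difference within the SD. From week 6 to 8 the list mean went from 8.52 ± 0.476 to 8.68 ± 0.468, also within the SD. In these steps the list had no clear direction to set against that of Ppargc1a. The list mean of the retinal pigment epithelium moved in the same direction as Ppargc1a in every step. It was 8.80, 6.00, 7.63, 8.13 and 7.18 in weeks 1, 2, 3, 6 and 8. That of melanin synthesis did so too, at 8.65, 6.905, 8.16, 8.29 and 7.68, but within the SD from week 3 to 6. Whether Ppargc1a follows either list within weeks was not tested. From the presence of Ppargc1a in the networks and its changes over the successive ages, the paper proposes a role for it in regulating scleral growth.

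**Figure D3:**
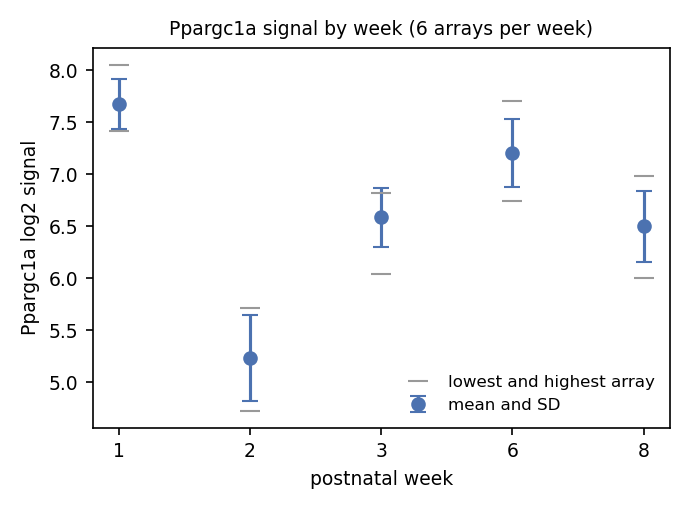
Log2 signal of Ppargc1a (vertical axis) by postnatal week (horizontal axis). Points and bars are the mean and SD of 6 arrays, and short grey lines are the lowest and highest array. The signal is lowest in week 2.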

We also looked into the expression of *Ppargc1a* using qPCR. However, the fold change values obtained from qPCR analysis were lower as compared to the fold change values that were obtained from the microarray data. Particularly, the fold change comparison for week 1 versus 2 and week 3 versus 6 were −1.1 and +1.1 respectively. On the other hand, week 2 versus 3 comparison as well as week 6 versus 8 comparison of *Ppargc1a* expression showed a similar gene regulation direction, as compared to the gene expression profile obtained from the microarray.

**Table 4:** *Ppargc1a* gene expression during sclera postnatal development.

**Scleral growth**	**Microarray fold change**	**qPCR relative fold change**
Week 1 to 2 (Week 2 vs 1)	−6.7	−1.1
Week 2 to 3 (Week 3 vs 2)	2.7	2.5
Week 3 to 6 (Week 6 vs 3)	2.1	1.1
Week 6 to 8 (Week 8 vs 6)	−3.2	−1.8

As depicted in the associated network generated by IPA (Figure 5A), the gene expressions of *Ppargc1a,* malic enzyme 1, NADP (+)-dependent, cytosolic (*Me1*), cytochrome c, somatic (*Cycs*), NADH dehydrogenase (ubiquinone) Fe-S protein 1(*Ndufs1*), creatine kinase, mitochondrial 2 (*Ckmt2*), and carnitine palmitoyltransferase 1b, muscle (*Cpt1b*) were downregulated during scleral growth from postnatal week 1 to 2. In addition, other downstream players such as peroxisome proliferative activated receptor, gamma, coactivator 1b, and zinc finger E-box binding homeobox 2 were also significantly downregulated during scleral growth from postnatal week 1 to 2.

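Of the genes in the network for week 2 versus 1, the mitochondrial creatine kinase of sarcomeres, Ckmt2, had a fold change of -4.96 (log2 fold change -2.31, SE 0.42, adjusted p = 2.66e-05, n = 6 arrays per week). Malic enzyme 1 (Me1), which makes cytosolic NADPH, had -3.57 (SE 0.18, adjusted p = 2.77e-09). Cytochrome c (Cycs), the electron carrier of the respiratory chain, had -2.81 (SE 0.19, adjusted p = 1.76e-07), and Ndufs1, a subunit of complex I, had -2.63 (SE 0.14, adjusted p = 3.84e-09). No transcript cluster was named for Cpt1b alone. Of 31 measured genes of oxidative phosphorylation and the citrate cycle, 9 fell, none rose and 22 were not called (adjusted p = 0.432 with an estimated correlation), with the same counts adjusted over the list alone. Idh3a of the citrate cycle had a fold change of -2.49 (SE 0.14) and Tfam, which packages mitochondrial DNA, -2.09 (SE 0.14). Most measured genes of striated muscle fell in the same comparison, and the rest were not called (adjusted p = 0.432 with an estimated correlation). The mean log2 signal of that list was 9.20 ± 0.777 in week 1 and 6.63 ± 0.465 in week 2 (SD).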

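Ppargc1b, a coactivator related to Ppargc1a, had a fold change of -2.03 in week 2 versus 1 (log2 fold change -1.02, SE 0.14, adjusted p = 6.12e-07, n = 6 arrays per week). The transcriptional repressor Zeb2 had a fold change of -2.83 (log2 fold change -1.50, SE 0.23, adjusted p = 2.85e-06). Pdk4, a kinase that blocks entry of pyruvate into the citrate cycle, had -3.07 (SE 0.35, adjusted p = 0.000239). The glutamate receptor gene Gria3 and the synaptic scaffold gene Dlg4 also fell, with fold changes of -5.14 (SE 0.19) and -4.91 (SE 0.27). Cadherin 1 (Cdh1) and plakophilin 1 (Pkp1), of epithelial junctions, rose 2.93-fold (SE 0.18) and 4.97-fold (SE 0.28).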

**Figure 5:**
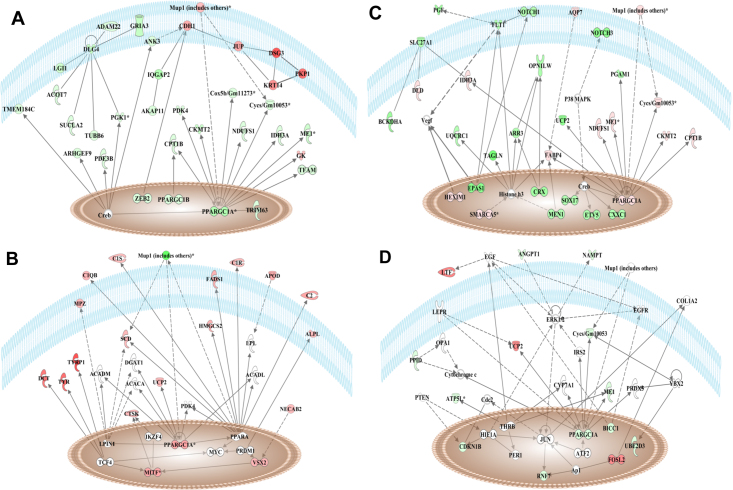
Identification of network with common gene interactions involved in postnatal sclera development using IPA. IPA was used to generate several networks using differentially expressed transcript cluster list from week 2 versus 1 (**A**), week 3 versus 2 (**B**), week 6 versus 3 (**C**), and week 8 versus 6 (**D**). The network from each differentially expressed transcript cluster list with common gene interactions (calculated by Fisher’s exact test; p<0.05) was identified. *Ppargc1a* was the only common gene that was involved in the networks generated from differentially expressed transcript cluster list of week 2 versus 1, week 3 versus 2, week 6 versus 3, and week 8 versus 6, respectively. Red color represents the upregulated genes and green color represents the down-regulated genes from micro array analysis. Intensity of the color indicates the gene expression level.

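The dimmer of the 2 transcript clusters of Ppargc1a rose 2.70-fold in week 3 versus 2 and was called like the brighter one. Uncoupling protein 2 (Ucp2) had no transcript cluster named for it alone in the annotation used here. Of other genes in that network, the melanin enzymes Tyr and Dct rose 4.54-fold (log2 fold change 2.18, SE 0.40, adjusted p = 8.46e-05, n = 6 arrays per week) and 4.10-fold (SE 0.39, adjusted p = 0.000115). The lysosomal protease cathepsin K (Ctsk), which cleaves collagen, rose 2.15-fold (SE 0.24, adjusted p = 0.000428). The lipocalin Apod rose 2.47-fold (SE 0.27, adjusted p = 0.000249) and the desaturase Scd1 2.14-fold (SE 0.27, adjusted p = 0.00144).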

During scleral growth from postnatal week 2 to 3 (Figure 5B), the gene expression of *Ppargc1a* and uncoupling protein 2 (mitochondrial, proton carrier) were upregulated. Furthermore, downstream players such as microphthalmia-associated transcription factor and visual system homeobox 2 were also upregulated during scleral growth from postnatal week 2 to 3.

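Microphthalmia-associated transcription factor (Mitf), the regulator of melanocyte and pigment epithelial genes, rose 2.63-fold in week 3 versus 2 (log2 fold change 1.39, SE 0.32, adjusted p = 0.000869, n = 6 arrays per week). Its other transcript cluster rose 2.01-fold. Mitf had a log2 signal of 6.47 ± 0.745 in week 2 and 7.87 ± 0.355 in week 3 (SD, n = 6). Tyrp1, a melanosome enzyme under its control, rose 5.27-fold (SE 0.44, adjusted p = 7.26e-05).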

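In week 6 versus 3, the dimmer of the 2 transcript clusters of Ppargc1a had a fold change of 1.99 (adjusted p = 1.1e-05 from limma, n = 6 arrays per week), under the fold threshold like the brighter one. The mitochondrial dehydrogenase subunit Dld rose 3.34-fold (log2 fold change 1.74, SE 0.15, adjusted p = 3e-10), and Sucla2 of the citrate cycle rose 2.67-fold (SE 0.18, adjusted p = 1.83e-07). Of 31 measured genes of oxidative phosphorylation and the citrate cycle, 3 rose, 1 fell and 27 were not called (adjusted p = 0.941 with an estimated correlation), with the same counts adjusted over the list alone. The respiratory chain gene Uqcrc1 fell, with a fold change of -2.06 (adjusted p = 1.1e-08). The hypoxia-inducible factor Epas1, of endothelium, had a fold change of -3.05 (SE 0.09, adjusted p = 1.19e-13), and Notch3, a receptor of vascular smooth muscle, had -2.97 (SE 0.09, adjusted p = 1.42e-13).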

The network associated with scleral growth from postnatal week 3 to 6 (Figure 5C) showed that *Ppargc1a* was further upregulated from postnatal week 3 to 6. In addition, the gene expressions of *Me1*, *Cycs*, *Ckmt2*, *Cpt1b*, and *Ndufs1* were also upregulated from postnatal week 3 to 6. Furthermore, hexamethylene bis-acetamide inducible 1 gene expression was upregulated while the gene expressions of placental growth factor and Fms-like tyrosine kinase-1 were downregulated during scleral growth from postnatal week 3 to 6.

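In week 6 versus 3, Ckmt2 rose 5.80-fold (log2 fold change 2.54, SE 0.42, adjusted p = 1.12e-05, n = 6 arrays per week), Cycs rose 2.70-fold (SE 0.19, adjusted p = 4.26e-07) and Me1 rose 2.29-fold (SE 0.18, adjusted p = 2.71e-06). Ndufs1 was 1.98-fold higher (SE 0.14, adjusted p = 1.04e-06), just under the fold threshold. All 3 transcript clusters of Cycs and both of Me1 were called higher. Of 15 measured genes of fatty acid oxidation, 2 rose, none fell and 13 were not called (adjusted p = 0.941 with an estimated correlation), with the same counts adjusted over the list alone. Most measured genes of striated muscle rose in the same comparison, and the rest were not called. The mean log2 signal of that list was 6.34 ± 0.632 in week 3 and 8.52 ± 0.476 in week 6 (SD). Its shift did not pass with an estimated correlation.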

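Hexamethylene bis-acetamide inducible 1 (Hexim1), an inhibitor of transcription elongation, rose in week 6 versus 3 (log2 fold change 1.14, SE 0.07, adjusted p = 1.26e-12, n = 6 arrays per week). Placental growth factor (Pgf), an angiogenic ligand, had a fold change of -2.52 (log2 fold change -1.33, SE 0.26, adjusted p = 8.71e-05). Its receptor Flt1 had a fold change of -2.25 (log2 fold change -1.17, SE 0.27, adjusted p = 0.000622). Pgf and Flt1 had risen 3.41-fold and 2.18-fold in week 3 versus 2.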

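Cycs had a fold change of -1.42 in week 8 versus 6 (log2 fold change -0.51, SE 0.19, adjusted p = 0.0379, n = 6 arrays per week) and Me1 of -1.70 (SE 0.18, adjusted p = 0.00125), both under the fold threshold for their brightest transcript cluster. In 1 further transcript cluster of each gene the fold change was -2.19 and -2.23, and both were called. The dimmer transcript cluster of Ppargc1a had -3.06 and was called. The NAD synthesis gene Nampt had a fold change of -2.72 (SE 0.20, adjusted p = 2.22e-06), the ubiquitin ligase gene Rnf7 -2.50 (SE 0.11, adjusted p = 5.2e-10) and Hexim1 -2.11 (SE 0.07, adjusted p = 3.42e-11). Lactotransferrin (Ltf), an antimicrobial protein of tears, rose 2.17-fold (SE 0.27, adjusted p = 0.00161).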

Based on the network generated by IPA (Figure 5D), the gene expressions of *Ppargc1a*, *Cycs*, and *Me1* were downregulated during scleral growth from postnatal week 6 to 8.

## Discussion

### Differential gene expression patterns detected as early as week 1

Many gene expression studies on eye diseases have been performed using adult mice (≥6 weeks old). However, we have illustrated that changes in gene expression levels in the mouse eye can occur as early as postnatal week 1. Our microarray data showed that the week 2 versus 1 comparison generated the highest number of differentially expressed genes when all weeks were compared, indicating that most of the gene expression change occur during the eye opening process that occurs around postnatal day 12–14. Indeed, Barathi et al. [13,14] had reported that the growth rate of mouse and rabbit eye axial length was the highest from week 1 to 2. Hence, we propose that the gene expression profiles of eye diseases should be studied as early as postnatal week 1 to ensure that all altered genetic changes during disease development are detected.

### Differential gene expression patterns were not age dependent

Previously, Dorrell et al. [15] examined the global gene expression of the developing postnatal mouse retina. The hierarchical clustering of all time points (postnatal day 0, P4, P8, P10, P12, P14, P21, and P42) showed that they did cluster according to age during retinal postnatal development. However, our results showed that changes in gene expression at various time points (postnatal week 1, 2, 3, 6, and 8) during scleral postnatal development was not dependent on age. This variation might be caused by the differences in cell type and function between the sclera and the retina. The retina contains several neuronal types of cells and is mainly responsible for the processing of light signals through phototransduction. On the other hand, the sclera mainly contains fibroblasts that produce and maintain the extracellular matrix that gives the sclera its resilience. Furthermore, these discrepancies in the results might be due to the difference in the type of microarray chips used. We used GeneChip® Mouse Gene 1.0 ST Arrays (whole transcript-based expression array design), whereas Dorrell et al. used the Murine Genome U74v2 genechip (3′-based expression array design) [15]. In general, the whole transcript-based expression array design provides better coverage and a more accurate view of the total transcription at each genomic locus than the 3′-based expression array design does. Therefore, the difference in the array design might also cause slight variations in the results.

### Expression of collagen genes in postnatal mouse scleral

qPCR analysis on postnatal scleral samples revealed a downregulation of collagen gene expression with the increase in postnatal sclera age. This result correlates with the microarray data. One study reported that mRNA levels of collagen (*Col*) I, III, and VI were the highest on postnatal day 5 as compared to postnatal day 20, and at 4, 9, and 15 months [16]. In this study, it was demonstrated that although the mRNA levels of *Col I, III*, and *VI* decreased with increasing age, their proteins were widely distributed in the aging eyes, suggesting a low turnover rate of the collagens [16]. Furthermore, Lee and Davidson [17] reported that the half-life of collagens was longer in older rabbit eyes, and thus collagen synthesis might be reduced in older age. 

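In week 1 the log2 signal was 12.60 ± 0.277 for Col1a2, 11.81 ± 0.374 for Col3a1, 9.08 ± 0.387 for Col5a2 and 9.82 ± 0.397 for Col6a3 (SD, n = 6 arrays). In week 8 it was 11.69 ± 0.337, 10.71 ± 0.234, 7.94 ± 0.233 and 8.89 ± 0.392. The lowest mean was in week 6 for Col1a2, Col3a1 and Col5a2, at 11.33 ± 0.508, 9.99 ± 0.651 and 7.77 ± 0.382, and in week 2 for Col6a3, at 8.57 ± 0.578. Of 10 measured genes in a list of other scleral collagens, which includes Col6a3, 4 fell from week 1 to 2 with Col6a3 among them, none rose and 6 were not called (adjusted p = 0.457 with an estimated correlation), with the same counts adjusted over the list alone.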

Our results correlated with these studies and showed that the mRNA levels of *Col-1a2*, *-3a1*, *-5a2*, and -*6a3* were the highest in week 1 as compared with week 2, 3, 6, and 8. Therefore, this suggests that the mRNA levels of these collagens in sclera might reduce with increasing age, due to the increasing half-life of their protein.

### Expression of *Igf2* in postnatal mouse sclera

Kane et al. [18] previously reported that the gene expressions of *Igf2* were also downregulated in postnatal day 60 bovine keratocytes as compared to postnatal day 4. Furthermore, *Igf2* were also previously demonstrated to promote synthesis of collagen type I [19]. 

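Insulin-like growth factor 2 (Igf2), a fetal growth factor, was lower than in week 1 at every later age. Its fold changes were -2.95 in week 2 (adjusted p = 6.32e-06), -2.34 in week 3 (adjusted p = 0.000266), -5.31 in week 6 (adjusted p = 3.28e-08) and -5.04 in week 8 (adjusted p = 5.21e-08), with a log2 SE of 0.26 (n = 6 arrays per week). Its log2 signal went from 10.31 ± 0.563 in week 1 to 7.98 ± 0.371 in week 8 (SD). The adjusted p of Col1a2 in week 8 versus 1 was 0.00156 from limma, at a fold under 2.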

In agreement with these findings, our results also showed that the gene expression of both *Igf2* and *Col-1a2* were downregulated from week 1 to 8. Therefore, we speculate that the downregulation of the *Igf2* gene might lead to a decrease in mRNA levels of *Col-1a2* in scleral postnatal development from week 1 to 8.

### Expression of *Fbn2* in postnatal mouse sclera

The expression of *Fbn2* in sclera was found to be downregulated with an increase in postnatal age (Figure 4). 

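Fibrillin 2 (Fbn2), a microfibril protein of elastic fibres, had a log2 signal of 9.13 ± 0.306 in week 1, 7.13 ± 0.514 in week 2, 7.81 ± 0.444 in week 3, 7.41 ± 0.418 in week 6 and 7.06 ± 0.390 in week 8 (SD, n = 6 arrays per week). Against week 1, the fold changes were -3.998 in week 2 (log2 SE 0.23, adjusted p = 3.53e-08), -2.49 in week 3 (adjusted p = 3.32e-05), -3.30 in week 6 (adjusted p = 9.88e-07) and -4.19 in week 8 (adjusted p = 6.49e-08). Of 16 measured elastic fibre genes, 6 fell from week 1 to 2, 1 rose and 9 were not called (adjusted p = 0.517 with an estimated correlation), with the same counts adjusted over the list alone.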

The results correlated with a microarray study on mouse conjunctiva by Gupta et al. [20], whereby both *Igf2* and *Fbn2* were reported to be among the most decreased transcripts when comparing postnatal day 20 and 9 in conjunctival tissue. In addition, in a paper by Jordan et al. [21], *Fbn2* expression was described to be relatively robust during early fetal development, but expression declined to low levels in postnatal tissue, suggesting it might regulate elastic fiber assembly. *Fbn2* may also act as a mediator for growth signaling by interacting with latent transforming growth factor beta binding protein 3 (*Ltbp-3*) and latent transforming growth factor beta binding protein 4 (*Ltbp-4*) to regulate the targeting of transforming growth factor β (*Tgf-β*) in the ECM [22].

### Expression of *Egfr* in postnatal mouse sclera

Growth factors promote the proliferation of sclera fibroblasts, and thus are important to the growth of the sclera. Hackel et al. had previously reported that *Egf* was involved in ECM production [23]. In our study, *Egfr* gene expression increased progressively from week 1 to 8, and the highest expression was reported in week 2, although the highest expression for qPCR analysis was reported to be at week 6. 

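Epidermal growth factor receptor (Egfr) had a log2 signal of 8.48 ± 0.326 in week 1, 9.51 ± 0.204 in week 2, 9.30 ± 0.202 in week 3, 9.38 ± 0.162 in week 6 and 9.49 ± 0.304 in week 8 (SD, n = 6 arrays per week). Against week 1, its fold change was 2.04 in week 2 (log2 SE 0.14, adjusted p = 4.29e-07), 1.77 in week 3 (adjusted p = 2.38e-05), 1.87 in week 6 (adjusted p = 7.67e-06) and 2.01 in week 8 (adjusted p = 1.52e-06). Between successive ages after week 2 the differences were within the error, with adjusted p of 0.216 in week 3 versus 2, 0.639 in week 6 versus 3 and 0.596 in week 8 versus 6 from limma. Without week 8 replicate 6, a setting chosen after seeing the data, its fold change in that week was under 2. The array that stood apart for Egfr was another, replicate 2, at 8.884 with the nearest at 9.525. That array was low and so did not raise the fold change.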

*Egfr* is an important gene whose key role includes regulating the proliferation of various cell types [24]. Thus, *Egfr* might play a role in promoting scleral fibroblast growth, and hence the overall ocular growth, from week 1 to 8. In addition, our study further added to the importance of *Egfr* in postnatal scleral development whereby the lack of *Egfr* in mice proved embryonically lethal [24].

### Expression of *Fyn* in postnatal mouse sclera

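Fyn, a tyrosine kinase of the Src family, had a log2 signal of 8.11 ± 0.193 in week 1, 6.67 ± 0.475 in week 2, 7.57 ± 0.184 in week 3, 7.08 ± 0.462 in week 6 and 7.09 ± 0.365 in week 8 (SD, n = 6 arrays per week). Its fold changes against week 1 were -2.72 in week 2 (log2 SE 0.20, adjusted p = 4.75e-07), -1.46 in week 3 (adjusted p = 0.0242), -2.04 in week 6 (adjusted p = 0.000106) and -2.03 in week 8 (adjusted p = 0.000112). With quantile normalization it was under a fold of 2 in weeks 6 and 8. In week 8, 1 array stood apart below the others, and without it, a setting chosen after seeing the data, the fold was under 2. From week 2 to 3 it was 1.87-fold higher (adjusted p = 0.000541 from limma).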

The expression of *Fyn* fluctuated during development, but the expression was downregulated twofold at the end of eight weeks as compared to expression levels in week 1. In a paper by Su et al. [25], fibroblasts that were inactivated for receptor protein tyrosine phoshatase-α caused impairment in the tyrosine kinase activity of both *c-Scr* and *Fyn*. As a result, deficiencies in integrin-mediated signaling responses were exhibited. This implies that *Fyn* gene had a role in regulating integrin signaling, and would be crucial for cell growth and proliferation, considering that integrin mediates the attachment of cell to the tissue surrounding it [25].

### Expression of *Ppargc1a* in postnatal mouse sclera

*Ppargc1a* is a multifunctional transcriptional coactivator and has the ability to interact with different transcription factors in a tissue-specific manner. It plays a significant role in the regulation of several processes, such as mitochondrial biogenesis, adaptive thermogenesis, gluconeogenesis, fatty acid β-oxidation, fiber-type switching and heart development [26-28]. In this study, we suggest that *Ppargc1a* might play a role in scleral development from postnatal week 1 to 8 using IPA. Interestingly, the gene expression of *Ppargc1a* varied significantly during scleral growth from week 1 to 8. Furthermore, *Ppargc1a* interacted with a different set of genes at different scleral growth stages. Previously, it had been reported that human sclera shared common gene expression profiles with cartilage and maintained chondrogenic potential [29]. Indeed, Tsai et al. identified a group of multipotent mesenchymal stem cells residing in sclera and had the ability to differentiate to adipogenic, chondrogenic and neurogenic lineages [30]. As *Ppargc1a* had been shown to act as a coactivator for SRY-related high mobility group-Box gene 9 and to regulate chondrogenesis [31], we propose that *Ppargc1a* might also act as a regulator for scleral postnatal development. Furthermore, *Ppargc1a* might regulate development by interacting with a different set of genes at different scleral growth stages.

Relative fold change values obtained from qPCR analysis of *Ppargc1a* was significantly lower than values obtained from microarray. We are able to confirm the expression of *Ppargc1a* in comparing week 2 versus 3 as well as week 6 versus 8. However, we were unable to confirm *Ppagrc1a* expression for week 2 versus 1 and week 3 versus 6 comparisons. In particular, the fold change in week 2 versus 1 was reduced from −6.7 to −1.1, and week 6 versus 3 was reduced from 2.1 to 1.1. Thus, we are unable to confirm the result for these two weeks, as the fold change values obtained was not significant. This might be due to the difference in detection methods between the microarray chips and qPCR. Nevertheless, the gene expression of *Ppargc1a* still varied during scleral growth from week 1 to 8.

In conclusion, we examined the gene expression profiles of scleral postnatal development from week 1 to 8. The hierarchical clustering of all time points showed that they did not cluster according to age. Despite a short time interval between week 1 and 2, week 2 versus 1 data showed the highest number of differentially expressed transcript clusters when the gene expression profiles in weeks 2, 3, 6, and 8 were compared to week 1. Therefore, we suggest that gene expression of eye diseases should be studied as early as postnatal week 1 to ensure that all altered changes during disease development are detected. In addition, we identified *Ppargc1a* as a possible player in scleral development from postnatal week 1 to 8 using IPA. Hence, we propose that *Ppargc1a* might also act as a regulator for postnatal scleral development by interacting with a different set of genes at different scleral growth stages. Further proteomics investigation will provide a clearer view on the role of the genes that are involved in different stages of postnatal development by confirming their protein expression and localization.

## Appendix 1. Differentially expressed transcript clusters.

To access the data, click or select the words “Appendix 1.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 2. Gene ontology enrichment analysis of all week comparisons.

To access the data, click or select the words “Appendix 2.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 3. Gene accession number and qPCR primer sequences.

To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 4. Mean Ct values of all validated genes.

To access the data, click or select the words “Appendix 4.” This will initiate the download of a compressed (pdf) archive that contains the file.

How the deposited data were processed for this re-analysis (not part of the article)

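The deposited log2 values were made by the authors before they were deposited. The paper's methods name robust multiarray averaging with a removal of batch effects on scan date, and the submitters' processing notes name GCRMA in Partek 6.5. Whether the deposited values were taken before or after that removal is not given in the sources used here. The scan date of each array is not given there either. The legend of Fig. 1A gives colour for scan date and shape for time point, but in the picture each week has a colour of its own and all points share a shape, so whether batch and week can be separated is not settled. The sex of the mice is not given in the sources used here.

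The values were used as deposited, without further scaling. All transcript clusters were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per week over the 30 arrays and moderated variances. Each of the 10 comparisons between weeks was adjusted on its own by the method of Benjamini and Hochberg. SEs are those of the log2 fold change from this fit. A fold change below 1 is printed as the negative of its inverse. Where a gene had several transcript clusters with its symbol alone, the brightest over all arrays stands for it, which gave 19938 genes, and disagreement between the transcript clusters is stated.

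Groups of genes were followed with 40 lists, tested with camera, with a correlation between genes estimated from the arrays and, as an alternative, preset. The genes named are all those the paper names, the largest changes of each successive comparison among those called whose arrays did not overlap between weeks, and the leading members called of each list. Values in the paper's tables had been seen when this rule was written.

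The fit was tried on simulated values. Of 100 transcript clusters changed by a log2 fold change of 1.5, 99 were called, with 1 false call over the 35556 simulated. This shows that the fit recovers planted changes, and it does not measure the errors on the real arrays.

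Alternatives set beforehand were transcript clusters with 1 symbol only, those above the median signal, array quality weights, median centring, quantile normalization, a fit of only the 2 weeks compared, a block for the replicate number, ordinary contrasts without moderation and no fold threshold. For the structure of the arrays they were scaling to an SD of 1, correlation distance and other linkages. An array spread covariate and the removal of week 8 replicate 2 or replicate 6 were chosen after seeing the data.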

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

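The rule that picks out lists with at least 50% of their measured genes called, and both tests on the sex-linked genes, were chosen only after the results had been seen. Dixon's test picked out 33 of 305 groups of 6 arrays in which the highest or lowest array stood apart, and chance flags about 1 in 20 groups, or 15.2 here. All values are log2 signals, with the nearest other array in brackets.

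In week 1, replicate 2 was low for the retinal pigment epithelium at 7.537 (8.746), for bicarbonate transport at 6.41 (6.804) and for Myo5a at 7.914 (8.653), and replicate 1 was high for smooth muscle and pericytes at 9.258 (8.591). In week 2, replicate 5 was high for the retinal pigment epithelium at 6.897 (6) and for lens at 8.246 (6.653). Replicate 2 was low for smooth muscle and pericytes at 7.797 (8.486) and for H2bc4 at 6.468 (7.016), and replicate 3 for cell cycle at 6.505 (6.838). Replicate 6 was high for adipocytes at 6.371 (5.942) and Krt17 at 8.791 (7.858). In week 3, replicate 3 was low for surface epithelium at 8.756 (9.948) and high for oxidative phosphorylation and the citrate cycle at 9.128 (8.903). Replicate 6 was high for nervous system development at 6.633 (6.384) and chloride ion transport at 7.017 (6.899), and replicate 2 was low for Ppargc1a at 6.046 (6.58).

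In week 8, replicate 2 was high for inner retinal neurons at 6.473 (6.22), lens at 6.8 (5.974), neurotransmitter transport and release at 7.095 (6.579), sodium, calcium and potassium transport at 6.706 (6.317) and cartilage at 6.834 (6.452). It was low for surface epithelium at 9.374 (10.27), cell cycle at 6.285 (7.137), ribosome biogenesis at 7.076 (7.378) and Egfr at 8.884 (9.525). Replicate 6 was low for proteoglycans and extracellular matrix binding at 7.251 (7.957), cell-matrix adhesion at 7.704 (8.014), homophilic cell adhesion at 6.36 (6.532), chloride ion transport at 6.342 (6.534), fibroblasts at 8.218 (8.881), Myo5a at 6.05 (7.493) and Fyn at 6.405 (7.052). Replicate 4 was high for myelin and Schwann cells at 7.602 (7.349).

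Lists outside those the paper discusses had at least 50% of their measured genes called in some comparisons. In week 2 versus 1 these were 6 of 11 genes of Mueller glia, 10 of 12 of the retinal pigment epithelium, 8 of 14 of lens, 22 of 25 of surface epithelium that rose, 5 of 10 of complement, 8 of 14 of fibroblasts and 2 of 4 sex-linked genes. In week 3 versus 2 they were 9 of 12 of the retinal pigment epithelium, 9 of 15 of the circadian clock and 6 of 10 of complement. In week 8 versus 2 they were 7 of 12 of the retinal pigment epithelium. In week 6 versus 3 they were 5 of 10 of smooth muscle and pericytes and 3 sex-linked genes that rose. In week 8 versus 6 they were 6 of 12 of the retinal pigment epithelium and 3 sex-linked genes that fell. The fourth sex-linked gene, Xist, was called in the other direction, with fold changes of -289 in week 6 versus 3 and 53.4 in week 8 versus 6. Those of Eif2s3y were 163 and -47.1. The log2 signal of Xist was 12.57 to 12.94 in week 3, 1.703 to 7.52 in week 6 and 10.05 to 10.48 in week 8.

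Unequal amounts of retina left on the dissected sclera are a candidate explanation of the fall and rise of phototransduction genes between weeks 1, 2 and 3. Across the 30 arrays, with each week's mean removed, the list means of phototransduction and inner retinal neurons correlated at r = 0.9145 (permutation p = 1e-05, adjusted p = 4.5e-05 over 9 relations, rho 0.8941, r = 0.8662 without 2 arrays). The bound set beforehand for this explanation was 0.5. The phototransduction genes Gnat1 and Sag stood at 10.39 ± 1.43 and 10.74 ± 1.16 in week 1 and at 6.91 ± 0.788 and 6.69 ± 0.780 in week 2 (SD, n = 6 arrays). An effect of age on retinal genes stays open, since it was not tested.

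Unequal amounts of eye muscle left on the dissected sclera may lie behind the rise of striated muscle genes from week 3 to 6. Within weeks, the list mean of striated muscle had an SD of 0.577, against 0.2296 for the median list, as set beforehand for this explanation. It ranked 3 of 40, after lens at 0.8189 and phototransduction at 0.6188. This test cannot decide, since many lists exceed the median list by construction. A spread within weeks also does not address a difference between weeks 3 and 6. Acta1 and Ckm, abundant in muscle, stood at 8.66 ± 0.525 and 7.64 ± 0.719 in week 3 and at 10.63 ± 0.691 and 9.64 ± 0.888 in week 6 (SD, n = 6 arrays). Growth of muscle with age stays open, since it was not tested.

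A batch adjustment of the deposited values may have moved the sex-linked genes. Eif2s3y was the lowest of all transcript clusters on 8 arrays, 3 of week 2 and 5 of week 3, and its range was 2.41 to 2.769 in week 8 and 5.896 to 10.38 in week 6. A mixture of male and female tissue is unlikely as the only source, since the shares of Xist and Eif2s3y summed to 3.72% on 1 array and would sum to about 100% under it. Which sex each mouse had stays open. The range of Eif2s3y was 0.5861 to 0.813 in week 3. Neither Eif2s3y nor Xist overlapped between weeks 3 and 6 or between weeks 6 and 8. In both comparisons, the counts and fold changes therefore cannot separate age from sex or from a batch shift. Within week 1, Xist was at 4.763, 4.706 and 5.589 on replicates 1, 2 and 5, and at 10.98, 11.04 and 11.34 on replicates 3, 4 and 6.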

How the results depend on the processing

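Counts of differentially expressed transcript clusters stayed within 1.5 times the main count in 78 of 108 cases, among them all 10 with a block for the replicate number (4105 in week 2 versus 1). The replicate numbers do not pair the arrays of different weeks, since at most 3 of 6 pairs with the same number correlated above 0.1. With transcript clusters above the median signal alone, the counts were 2505 in week 2 versus 1, 1472 in week 3 versus 1, 1429 in week 6 versus 1, 1648 in week 8 versus 1, 1287 in week 6 versus 2, 322 in week 8 versus 2, 1504 in week 6 versus 3, 965 in week 8 versus 3 and 712 in week 8 versus 6. With 1 gene symbol alone they were 2442 in week 2 versus 1, 1453 in week 3 versus 1, 1228 in week 6 versus 1, 709 in week 3 versus 2, 920 in week 6 versus 2, 282 in week 8 versus 2, 1138 in week 6 versus 3, 572 in week 8 versus 3 and 353 in week 8 versus 6. Fewer transcript clusters were tested in both settings. With no fold threshold they were 24259 in week 2 versus 1, 17084 in week 3 versus 1, 19705 in week 6 versus 1, 19251 in week 8 versus 1, 18199 in week 3 versus 2, 17412 in week 6 versus 2, 10948 in week 8 versus 2, 19698 in week 6 versus 3, 15293 in week 8 versus 3 and 12866 in week 8 versus 6. The balance then turned in 5 comparisons, to 13210 higher and 11049 lower in week 2 versus 1, 8987 and 8097 in week 3 versus 1, 12095 and 7610 in week 6 versus 1, 8295 and 9904 in week 3 versus 2 and 4441 and 6507 in week 8 versus 2. Week 2 versus 1 had the highest and week 8 versus 2 the lowest count under every alternative set beforehand. With the array spread covariate, chosen after seeing the data, the count was 350 in week 3 versus 2 and 1212 in week 8 versus 3. In both, the array spread did not overlap between the weeks, so the covariate could hardly be separated from the week. The cause was not tested.

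Of the list shifts, 178 kept their direction and side of the threshold, 22 passed only with the preset correlation and 3 reversed. The preset leaves the mean log2 fold changes as they are and lowers p by its construction. In week 2 versus 1 these were phototransduction at -2.385, homophilic cell adhesion at -0.5681, cell-matrix adhesion at -0.3767, nervous system development at -1.371, eye development at -0.9298, sodium, calcium and potassium transport at -0.7071 and neurotransmitter transport and release at -1.265. In week 3 versus 2 they were phototransduction at 1.009, polysaccharide binding at 0.5275, proteoglycans and extracellular matrix binding at 0.7234, neurotransmitter transport and release at 0.626, cell-matrix adhesion at 0.4003, homophilic cell adhesion at 0.2899, nervous system development at 0.4359 and melanin synthesis at 1.252. In week 6 versus 3 they were striated muscle at 2.176, angiogenesis at -1.034, actin binding at -0.322, histones at -0.3145, cell-matrix adhesion at -0.3156 and leukocyte adhesion at -0.4695, and in week 8 versus 6 histones at 0.2358. Oxygen transport in week 6 versus 3, at 0.04995, reversed with median centring (-0.03777), quantile normalization (-0.1278) and signal above the median (-0.5411), and the cause was not tested.

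Of the fold changes of the paper's genes, 325 kept their direction and side of an adjusted p of 0.05, 8 lost and 2 gained it, and 3 reversed. Those lost were Myo18b in week 6 versus 3 at -0.2066 (quantile normalization), Actb in week 8 versus 1 at 0.1841 (quantile normalization), 0.1866 (only the 2 weeks) and 0.1889 (without week 8 replicate 6), and H2bc4 in week 8 versus 6 at -0.5213 (only the 2 weeks), -0.4353 (median centring), -0.3602 (array quality weights) and -0.3949 (without week 8 replicate 6). Actb in week 2 versus 1 gained it at 0.1694 (ordinary contrasts) and 0.1742 (array quality weights). Without week 8 replicate 6, Myo5a in week 8 versus 6 was at -0.7494, and in week 8 versus 1 Fyn was at -0.888 and Egfr at 0.9796. In week 6 versus 1 the log2 fold change of Actb became 0.0383 with quantile normalization, and that of Hprt became -0.02438 with median centring and -0.01362 with array quality weights, whose estimation stopped before its convergence tolerance. The cause was not tested. The silhouette and the distance of weeks 2 and 8 kept their direction, with these weeks joined first in every tree and closest in 147 to 186 of 200 bootstrap samples. The order in which weeks 1, 3 and 6 joined changed with the scaling, the distance, the linkage and the transcript clusters used. With scaling to an SD of 1, 29 rather than 30 arrays lay nearest to their own week. The separation of signal from background on single arrays was not tested.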

Differences from the paper's values

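For Myo18b in week 6 versus 3, the paper's fold change is 4.1 and the value here is -1.265, between -1.154 and -1.344 under the alternatives set before the data were examined, none of which closes the gap. Another of its 20 transcript clusters, looked at after seeing the values, gives 4.278. Over the 20, the median log2 fold change is 0.5684, with 6 called higher and none lower, so the brightest is not typical of them. For H2bc4 in week 8 versus 6, the paper's fold change is 2.8 and the value here is -1.435, between -1.284 and -1.435 under those alternatives, none of which closes the gap.

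For Ppargc1a, the paper's fold change is 2.1 in week 6 versus 3 and −3.2 in week 8 versus 6, and the values here are 1.536 and -1.63. Under the alternatives they lie between 1.445 and 1.536 and between -1.535 and -1.636, and none closes the gap. The dimmer of its transcript clusters, looked at after seeing the values, gives 1.989 and -3.061.

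For Fyn against week 1, the paper's microarray curve stands at about −3.9 in week 2, about −2.4 in week 3, about −3.3 in week 6 and about −4.3 in week 8 in Fig. 4, read by eye. The values here are -2.72, -1.457, -2.041 and -2.034. Under the alternatives they lie between -2.522 and -2.751, -1.427 and -1.483, -1.951 and -2.124, and -1.844 and -2.034. None of the alternatives closes the gap to the curve. The paper's text, unlike its curve, puts Fyn 2-fold lower in week 8 than in week 1, close to the -2.034 here. By eye, the curves in the panel for Fyn are the same as those in the panel for Fbn2. The values here for Fbn2 are -3.998, -2.491, -3.302 and -4.193.

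The tree of Fig. 1B joins weeks 1 and 3 in a branch of their own and adds week 6 to weeks 2 and 8. With average linkage of unscaled values the tree here adds week 3 to weeks 2 and 8 and leaves week 1 last. With each transcript cluster scaled to an SD of 1, an alternative set before the data were examined, the tree is that of Fig. 1B.

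Of 10 measured genes of oxygen transport in week 6 versus 3, none was called by limma, and the paper lists this group as lower. The list here is not that of the paper. The paper also lists Cycs and Me1 as lower in week 8 versus 6, and Ndufs1 as higher in week 6 versus 3, where the fold changes here were -1.42, -1.702 and 1.984. A further transcript cluster of Cycs, at -2.193, and of Me1, at -2.233, was called.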

Other observations

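The tests in this part were set beforehand. The genes that respond to glucocorticoids were grouped only after their values were seen, with Fkbp5 and Zbtb16 taken from the largest changes. A shift of these genes as a group was therefore not tested. Some genes of the circadian clock and some that respond to glucocorticoids had their highest mean in week 3, among them Per1, Fkbp5, Zbtb16 and Tsc22d3, while the clock gene Bhlhe41 was highest in week 1. Per1, a repressor in the clock, rose 5.74-fold from week 2 to 3 (SE 0.16, adjusted p = 5.39e-12 from limma, n = 6 arrays per week) and had a fold change of -6.93 from week 3 to 6 (adjusted p = 8.24e-14). Fkbp5 and Zbtb16, both induced by glucocorticoids, rose 5.63-fold (SE 0.12) and 5.36-fold (SE 0.15) and then had fold changes of -6.07 and -5.57. Tsc22d3, another gene of this kind, rose 2.98-fold and then had -3.74. Of 15 measured clock genes, 9 rose from week 2 to 3 and none fell (adjusted p = 0.0779 with an estimated correlation), while 4 fell from week 3 to 6 and none rose (adjusted p = 0.442 with an estimated correlation). Arntl, which runs opposite to Per1 in the clock, had a fold change of -1.50 from week 2 to 3 and was not called (adjusted p = 0.00533 from limma). The time of day at which the tissue was taken is not given in the sources used here.

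Some elastic fibre genes rose from week 2 to 3 and some fell from week 3 to 6. The list mean was 8.82 in week 1, 8.03 in week 2, 8.85 in week 3, 8.01 in week 6 and 8.09 in week 8. The SDs were 0.302, 0.363, 0.309, 0.293 and 0.233. The list mean of week 3 was thus near that of week 1, but not every gene of the list was. Its member Fbn2 had a log2 signal of 9.13 ± 0.306 in week 1 and 7.81 ± 0.444 in week 3 (SD). Eln had a fold change of -8.62 from week 3 to 6 (SE 0.24, adjusted p = 3.59e-11 from limma, n = 6 arrays per week) and Ltbp4, which helps assemble elastin, -3.62 (SE 0.18). From week 2 to 3, the microfibril gene Fbln1 rose 3.37-fold (SE 0.17) and the crosslinking enzyme Loxl1 2.81-fold (SE 0.25). Of 16 measured elastic fibre genes, 6 rose then (adjusted p = 0.623 with an estimated correlation) and 6 fell from week 3 to 6 (adjusted p = 0.86 with an estimated correlation). Of 10 measured complement genes, 6 rose from week 2 to 3 as well and the others were not called. Among those that rose were C1qc and Serping1, with log2 fold changes of 1.38 (SE 0.13) and 1.69 (SE 0.28). The shift of the complement list did not pass with an estimated correlation.

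That Ppargc1a follows the amount of muscle in the sample could be neither held nor dropped. With each week's mean removed, it correlated with the striated muscle list at r = 0.4212 (permutation p = 0.0211, adjusted p = 0.0475 over 9 relations, rho 0.4251, adjusted p = 0.0632, r = 0.4162 without 2 arrays). With its other transcript cluster r was 0.4101 (permutation p = 0.042, adjusted p = 0.0756, rho 0.3971, r = 0.3355 without 2 arrays). With the phototransduction list r was 0.08017 (permutation p = 0.666), and for the other transcript cluster -0.1206 (permutation p = 0.576). The bounds set beforehand, for the larger of the muscle and phototransduction correlations, were 0.5 for the explanation and 0.3 against it. Taken alone, both phototransduction values lie under 0.3. They argue against Ppargc1a following the phototransduction list within weeks. Other retinal lists were not tested in this way.

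A random division of the arrays is unlikely as the source of the counts in all 10 comparisons. The splits cannot tell age from scan date, sex or dissection, where these follow the same grouping. In each comparison, 1 of 100 splits of the 12 arrays into 6 and 6 gave as many differentially expressed transcript clusters. It was the real one, and 1 of 100 is the smallest share that this number of splits allows. The highest of the other splits gave 1918 against 4107 in week 2 versus 1, 1187 against 2544 in week 3 versus 1, 1377 against 2177 in week 6 versus 1, 1696 against 2558 in week 8 versus 1 and 688 against 1560 in week 3 versus 2. It gave 1040 against 2392 in week 6 versus 2, 361 against 744 in week 8 versus 2, 873 against 2696 in week 6 versus 3, 557 against 1820 in week 8 versus 3 and 485 against 1343 in week 8 versus 6.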
